# TNFAIP8 controls murine intestinal stem cell homeostasis and regeneration by regulating microbiome-induced Akt signaling

**DOI:** 10.1038/s41467-020-16379-2

**Published:** 2020-05-22

**Authors:** Jason R. Goldsmith, Nina Spitofsky, Ali Zamani, Ryan Hood, Amanda Boggs, Xinyuan Li, Mingyue Li, Elizabeth Reiner, Arshad Ayyaz, Zienab Etwebi, Ling Lu, Javier Rivera Guzman, Mayassa J. Bou-Dargham, Terry Cathoupolis, Hakon Hakonarson, Honghong Sun, Jeffrey L. Wrana, Michael V. Gonzalez, Youhai H. Chen

**Keywords:** Cell death, Phosphoinositol signalling, Intestinal stem cells

## Abstract

The intestine is a highly dynamic environment that requires tight control of the various inputs to maintain homeostasis and allow for proper responses to injury. It was recently found that the stem cell niche and epithelium is regenerated after injury by de-differentiated adult cells, through a process that gives rise to Sca1+ fetal-like cells and is driven by a transient population of Clu^+^ revival stem cells (revSCs). However, the molecular mechanisms that regulate this dynamic process have not been fully defined. Here we show that TNFAIP8 (also known as TIPE0) is a regulator of intestinal homeostasis that is vital for proper regeneration. TIPE0 functions through inhibiting basal Akt activation by the commensal microbiota via modulating membrane phospholipid abundance. Loss of TIPE0 in mice results in injury-resistant enterocytes, that are hyperproliferative, yet have regenerative deficits and are shifted towards a de-differentiated state. *Tipe0*^−/−^ enterocytes show basal induction of the Clu^+^ regenerative program and a fetal gene expression signature marked by Sca1, but upon injury are unable to generate Sca-1^+^/Clu^+^ revSCs and could not regenerate the epithelium. This work demonstrates the role of TIPE0 in regulating the dynamic signaling that determines the injury response and enables intestinal epithelial cell regenerative plasticity.

## Abstract (web summary)

The molecular mechanisms that regulate intestinal Clu+ revival stem cells (revSCs) and their niche to enable regeneration in response to injury are unclear. Here, the authors show that mice without the phospholipid transport protein, TNFAIP8, causes less revSCs to be induced following injury.

## Introduction

It was recently found that the stem cell niche and epithelium is regenerated after injury by de-differentiated adult cells^1^, through a process that gives rise to Sca1+ fetal-like cells and is driven by a transient population of Clu^+^ revival stem cells (revSCs)^2–4^. The intestinal epithelial cells (IECs) that comprise the intestinal barrier protect the body from harmful luminal contents and play critical roles in nutrient absorption and waste excretion^5^. In a healthy gut, IECs are regenerated about every 5 days. During and after intestinal injury, such as through radiation, colitis, or ischemia, intestinal regeneration becomes more pronounced as the disrupted barrier is restored. Lgr5^+^/CBC (crypt basal columnar) stem cells were previously identified as responsible for daily homeostatic regeneration^6^; however, they are particularly susceptible to cell death during injury, and yet the intestine is still able to regenerate after injury. This has led to ongoing efforts to understand the molecular biology of injury-induced intestine regeneration^6^.

Recently, it has been appreciated that all partially and fully differentiated epithelial cells studied thus far can revert to novel stem-cell states post injury and restore the homeostatic stem cell niche; a process named paligenosis^6,7^. A population of intestinal stem cells, known as “fetal-like” stem cells because of their similarity to fetal intestinal stem cells^8^, has been identified in adult mice that are Sca-1^+^ and Lgr5^−^, and only appear in appreciable numbers after injury^3,4^. This fetal-like, Sca-1^+^ stem-cell program appears to require functional YAP/TAZ-signaling^9^, which is known to be repressed by β-catenin signaling, the central pathway mediating intestinal stemness, regeneration, and differentiation^6^. Other recent work demonstrated that this regenerative program requires the transient induction of a small subset of Clu+ “revival stem cells” or rev-SCs (that are also Sca-1^+^), that are directly responsible for post-injury regeneration^2^. Thus, in the intestine, regeneration requires Sca-1^+^ and Clu^+^ cell states. However, the general signaling processes and critical proteins required to induce regenerative paligenosis after injury remain unknown.

The TNFAIP8-like (Tumor necrosis factor-alpha-induced protein 8-like, or TIPE) family of proteins (comprised of TNFAIP8 and TNFAIP8L1, TNFAIP8L2, and TNFAIP8L3) are homologous lipid transport proteins that help regulate PI3K-mediated signaling, and play crucial roles in inflammation, cell migration, and cell survival^10^. TNFAIP8L2, (aka TIPE2), the most well-studied member, is restricted to the immune compartment. Loss of TIPE2 results in defective leukocyte chemotaxis^11–13^, and decreased dextran sodium sulfate (DSS)-induced colitis, with reduced immune cell migration to the gut^14^. In contrast, loss of TNFAIP8 (hereafter TIPE0), which is ubiquitously expressed^11,12^, results in more severe DSS colitis; this effect was found to be independent of immune cells^15^. We report here that TIPE0 is a regulator of the intestinal injury response and controls intestinal cell stemness and plasticity during injury, by regulating basal Akt activation induced by the microbiota.

## Results

### *Tipe0*^−/−^ mice are resistant to intestinal ischemia

To determine if TIPE0 modulated intestinal injury in an acute injury model without a regenerative component, we subjected both *Tipe0*^−/−^ and *Tipe2*^−/−^ mice to 60 min of distal ileal ischemia followed by 90 min of reperfusion (I/R90′). Compared with wild-type (WT) mice, *Tipe0*^−/−^ mice were resistant to intestinal injury, as were the *Tipe2*^−/−^ mice, but to a lesser degree Fig. 1a, b). The protection in the knockouts could not be explained by global differences in cytokine expression, which was induced to similar levels in all genotypes exposed to I/R90′ (Fig. 1c). Furthermore, we saw increased inflammatory cytokine expression in healthy *Tipe2*^−/−^ mice as compared with WT controls, and increases in *Tnf* in the healthy *Tipe0*^−/−^ mice vs WT, all of which was in accordance with previous literature on these mice^10,14–17^ and further suggested that decreased inflammatory signaling did not explain the protection seen. Bone marrow chimera studies using wild-type donors led to the induction of comparable I/R90′ injury in both the WT and TIPE2 mutant recipients, while TIPE0 mutant hosts still resisted tissue damage, like with the DSS model^14,15^, suggesting that effects of TIPE2 or TIPE0 deficiency to I/R90′ injury are mediated by their specific roles in the immune or non-immune cells, respectively (Fig. 2a, b).

**Fig. 1:**
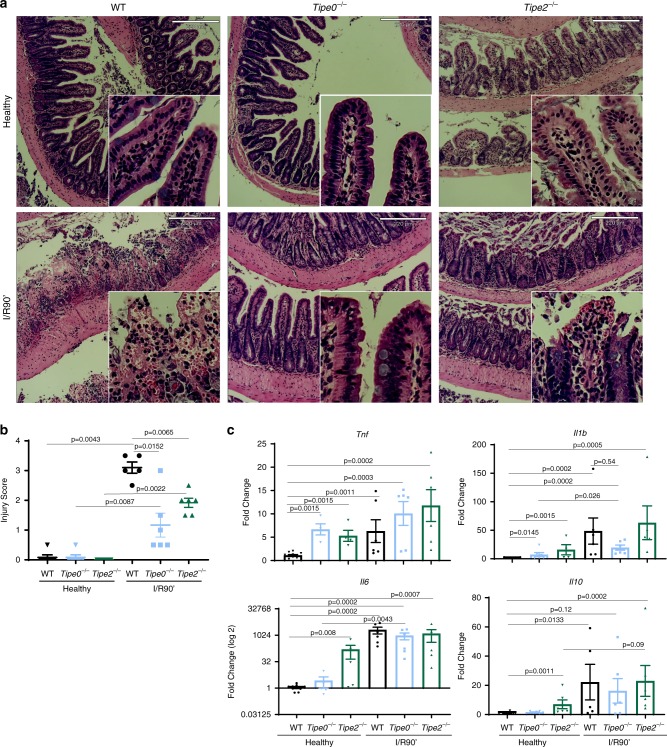
Loss of TIPE0 or TIPE2 results in protection from intestinal ischemia/reperfusion injury. **a** Representative histological images and **b** Blinded histology scores in mice subjected to I/R90′, with adjacent healthy tissue as a control. *N* = 5 mice/group for WT & *Tipe0*^−/−^ I/R90′; *N* = 6 mice/group for all other groups; bars = 220 μm; inserts are magnified 4×. Images are representative of the mean damage score for each condition. **c** RT-PCR, *N* = 4–7 mice/group, except for WT healthy *N* = 11 mice. For all panels *p* is as indicated on the figure. Error bars are mean ± SEM. Multiple group comparisons were by Kruskal–Wallis one-way ANOVA. Two-tailed Mann–Whitney *U* test was used to confirm ANOVA findings. Source data are provided as a source data file.

**Fig. 2:**
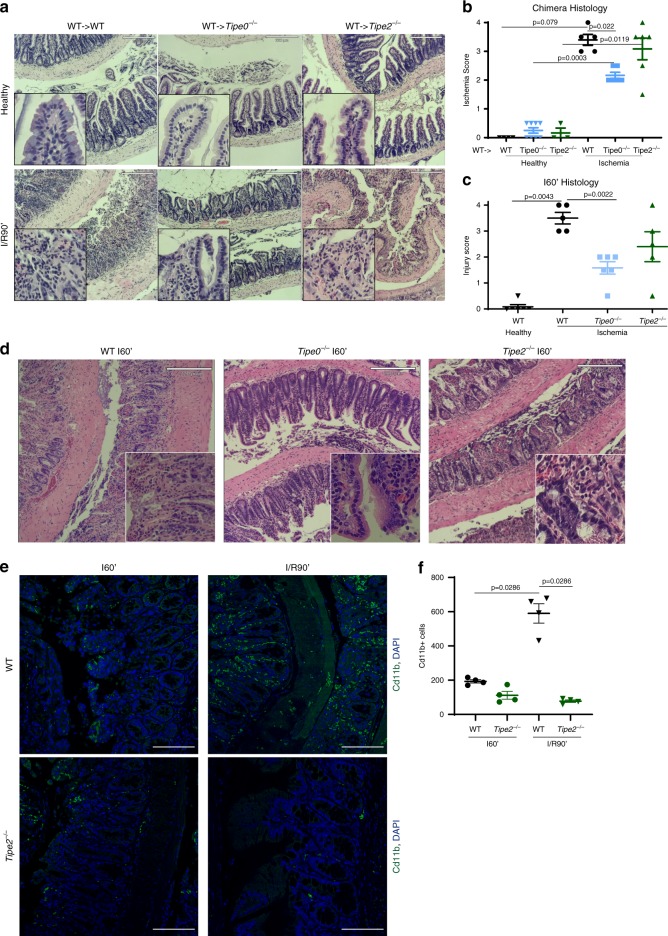
Protection from intestinal ischemia/reperfusion injury due to *Tipe0* gene deletion is immune-cell independent and occurs during the ischemic phase of injury in contrast to *Tipe2* gene deletion. **a**, **b** Histology from bone marrow chimeras subjected to I/R90′, along with adjacent healthy tissue controls. Bars = 220 µm, inserts are 4× magnified, with blinded histology scores (**b**); Number of mice/group as follows: WT- > WT healthy = 4, WT- > *Tipe0*^−/−^ healthy = 8, WT- > *Tipe2*^−/−^ healthy = 3, WT- > WT ischemia = 5, WT- > *Tipe0*^−/−^ ischemia = 6, WT- > *Tipe2*^−/−^ ischemia = 6; images represent the mean histological score of each group. **c** Blinded histology scores and **d** representative images of mice subjected to 60 min of ischemia with no reperfusion time (I60′). *N* = 5 mice/group except WT Healthy and *Tipe0*^−/−^ I/R60′, where *N* = 6; images represent the mean histological score, bars = 220 µm, inserts are 4× magnified. **e**, **f** CD11b staining (green) of WT and *Tipe2*^−/−^ mice subjected to I60′ and I/R90′, image representative of 4/4 mice/group; bars = 100 µm; quantification in **f**. For all panels: *p* as indicated in the figure. For all graphs, error bars are mean ± SEM. Multiple group comparisons were by Kruskal–Wallis one-way ANOVA. Two-tailed Mann–Whitney *U* test was used to confirm ANOVA findings. Source data are provided as a source data file.

To determine whether the protection afforded by TIPE0-protein loss occurred early during the ischemia phase of injury, or during the reperfusion phase, where immune cell infiltration mediates further damage^18,19^, mice were subjected to 60 min of ischemia without reperfusion (I60′). We found that *Tipe0*^−/−^, but not *Tipe2*^−/−^, mice were protected from I60′ injury (Fig. 2c, d), supporting a non-immune-mediated role for TIPE0 during ischemic injury. To further confirm that altered immune infiltration explained the findings in the *Tipe2*^−/−^ mice, we measured CD11b^+^ immune cell infiltration. After 60 min of ischemia, infiltration was expectedly minimal in WT and *Tipe2*^−/−^ mice, but became marked in only WT mice after a subsequent 90 min of reperfusion (Fig. 2e, f). The observed protection from ischemic injury correlated well with markers of intestinal cell death and apoptosis. Only *Tipe0*^−/−^ mice showed decreased levels of cell death via TUNEL staining, at both the I60′ and I/R90′ time points (Supplementary Fig. 1a, c) and activated caspase-3 staining at the I/R90′ time point (Supplementary Fig. 1b, c) matched the general (minimal) level of tissue injury observed. In healthy mice, we also saw no differences between WT and *Tipe0*^−/−^ mice in regard to activated caspase-3 staining but did a small increase in the *Tipe2*^−/−^ mice, perhaps due to the higher basal inflammation in these mice. To determine if this protection also extended to other forms of injury, *Tipe0*^−/−^ and *Tipe2*^−/−^ mice were subjected to radiation-induced intestinal injury. We found that only the *Tipe0*^−/−^ mice were found to be protected from injury, with no histological signs of post-injury regeneration 2 days after radiation (Supplementary Fig. 1d, e). Taken together, our results indicate that *Tipe0*^−/−^ mice are resistant to intestinal injury, which is immune-cell independent.

### *Tipe0*^-/*-*^ epithelia have dysregulated growth and regeneration

To be able to further probe the role of TIPE0 in enterocytes, we recapitulated the injury resistance we saw ex vivo using enteroid culture. TNF signaling drives intestinal injury during ischemia therefore, TNF-mediated cell death was explored. 7-day (7d) old enteroids were exposed to 100 ng/mL TNF for 24 h and viability was assessed by Cell Titer Glo (CTG). *Tipe0*^−/−^ enteroids survived exposure to TNF much better than WT enteroids (90% vs 56%, Fig. 3a) and displayed enhanced survival for 24 h under hypoxic culture conditions (37% vs 24%, Fig. 3b). *Tipe0*^−/−^ were also better able to survive growth factor withdrawal, with greater survival after 1 day by CTG assay (88% vs 33%, Fig. 3c) and generally surviving one day longer than WT over the course of 5 days (Fig. 3c, d), as monitored by light microscopy. During these enteroid experiments, we noticed several other phenomena as well. Most strikingly, 1 day after growth factor withdrawal (by changing the culture media to DMEM/F12 media with 2 mM Glutamax from complete Intesticult™ murine enteroid media), new spheroids appeared in the ongoing *Tipe0*^−/−^ enteroid cultures, from places in each well where there was no visible structures or only small buds were growing previously (Fig. 2e, see below for further discussion). In addition, under regular culture conditions, we noticed marked differences in the *Tipe0*^−/−^ cultures in terms of proliferative capacity and enteroid size. *Tipe0*^−/−^ enteroids appeared to be larger with altered morphology (Fig. 3f, g), and they were less plentiful than WT enteroids after 7 days of growth, even when controlling for crypt seeding density (Fig. 3h), suggesting that *Tipe0*^−/−^ enteroids had deficiencies in initiating post-isolation regeneration, but the *Tipe0*^−/−^ mutant crypts that could grow were hyperproliferative. In addition, when doing crypt isolations using the same length of tissue, *Tipe0*^−/−^ enteroids yielded less intact crypts that could be seeded (Fig. 3i).

**Fig. 3:**
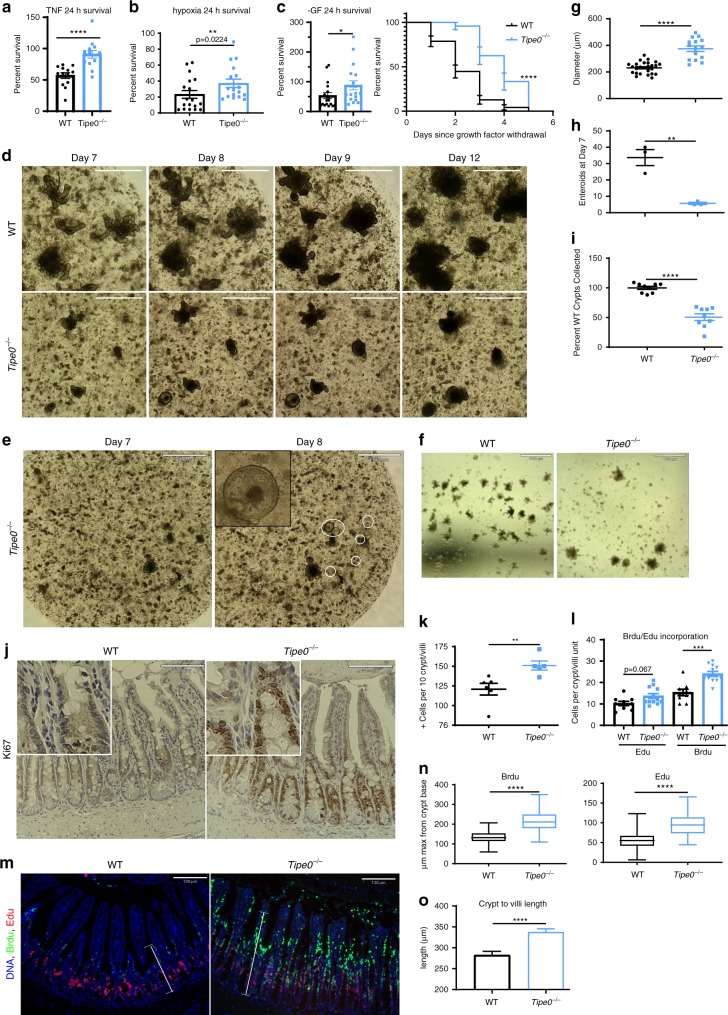
*Tipe0*^−/−^ enterocytes have dysregulated growth and responses to injury. D7 enteroid survival (by CTG) after exposure to 24 h of 100 ng/mL TNF (**a**) or 24 h of hypoxia (**b** *p* = 0.0224); Total *N* = 13/group for **a**; total *N* = 18 for WT and 17 for *Tipe0*^−/−^ for **b**; pooled from three independent experiments. **c** CTG survival assay 24 h after exchange into media lacking supplemental growth factors (*N* = 18/group, pooled from two independent experiments, *p* = 0.0205) with a 5-day survival curve by manual counting (*N* = 47 (WT), 23 (*Tipe0*^−/−^); ****p < 0.0001 by Mantel–Cox test), with images (**d**) of the time course and development of de novo *Tipe0*^−/−^ spheroids 1 day after growth factor withdrawal (**e**, white spheres). Bars = 1090 µm, image representative of three independent experiments, insert 5× magnified. **f** Day 7 enteroid cultures morphology. Bars = 1110 µm. Image representative of 5 independent experiments. **g** D7 enteroid diameters; *N* = 29 for WT, 30 for *Tipe0*^−/−^. **h** Viable D7 enteroids after equal seeding, *N* = 3/group; *p* = 0.0048. **i** Viable ileal crypts; *N* = 9/group pooled across three independent experiments. **j** Ki-67 staining with quantification in **k**; staining from two independent experiments were pooled. Total *N* = 6 mice (WT), 5 (*Tipe0*^−/−^); *p* = 0.0087 Images representative of the mean staining in each group. Bars = 110 µm. Inserts are 3× magnified. **l**–**o** Brdu/Edu pulse chase; *N* = 3 mice for WT, 4 for *Tipe0*^−/−^ and staining was repeated twice. Quantification in **l**: three fields of view/mouse, total *N* = 9 (WT), 12 (*Tipe0*^−/−^), *p* = 0.067 for Edu, *p* = 0.005 for Brdu. Images shown in **m** representative of staining in 3/4 mice in WT (Brdu failed to incorporate in one mouse), 4/4 mice in *Tipe0*^−/−^; bars = 130 µm. Distance migrated by Edu+ and Brdu+ cells (white brackets), with quantification in **n**; *N* > 60 measurements/group and three random images per section analyzed. Box & whisker plots range from minima to maxima, with median as the center, and the bounds of the box from 25–75% percentile. O) Crypt-villi length from *N* = 19/group pooled from 4 mice/group. For all graphs, error bars are mean ± SEM, *p < 0.05; **p < 0.01, ***p < 0.001; ****p < 0.0001. Analyses done by two-tailed Mann–Whitney *U* test unless otherwise indicated. Source data are provided as a source data file.

Given these findings we assessed proliferation in the native gut using several techniques. Ki-67 staining showed that more *Tipe0*^−/−^ cells in the villi are proliferative (Fig. 3j, k). In addition, Brdu/Edu pulse chase assays further demonstrated that *Tipe0*^−/−^ IECs migrate faster from the crypt to the tip of the villi than WT IECs and incorporated more nucleotide (Fig. 3l–n). We measured the crypt-to-villi-tip length and found this altered proliferation led to greater crypt-to-villi lengths in the knockout (Fig. 3o). Thus, *Tipe0*^−/−^ enterocytes are resistant to various forms of injury in vitro, and their proliferating and regenerating ability were altered, with changes in downstream morphology.

### *Tipe0*^−/−^ intestines have altered differentiation

Given the altered morphology and proliferation, we determined if intestinal differentiation was altered in the *Tipe0*^−/−^ gut. We found less robust alkaline phosphatase in tissue (Fig. 4a), along with less intense, but more uniform Ker-20 staining in enteroids (Fig. 4b), indicating diminished terminal enterocyte differentiation. The knockout enteroids also lacked budding regions absent Ker-20 staining, indicating that regenerative programming was potentially disrupted (Fig. 4b, white dashed region in WT). We found increased mucus production and accumulation in goblet cells in the Tipe0^−/−^ mice (Fig. 4c, d). In addition, there was less robust Paneth cell staining in Tipe0^−/−^ tissue in the crypt bases (Fig. 4e, f), while in enteroids we saw clusters of Paneth cells (presumably indicating a stem cell niche) in locations outside the extending buds of the crypts, which suggested that some of the disorganization seen in *Tipe0*^−/−^ enteroids could be due to abnormal stem cell loci (Fig. 4f, white circles).

**Fig. 4:**
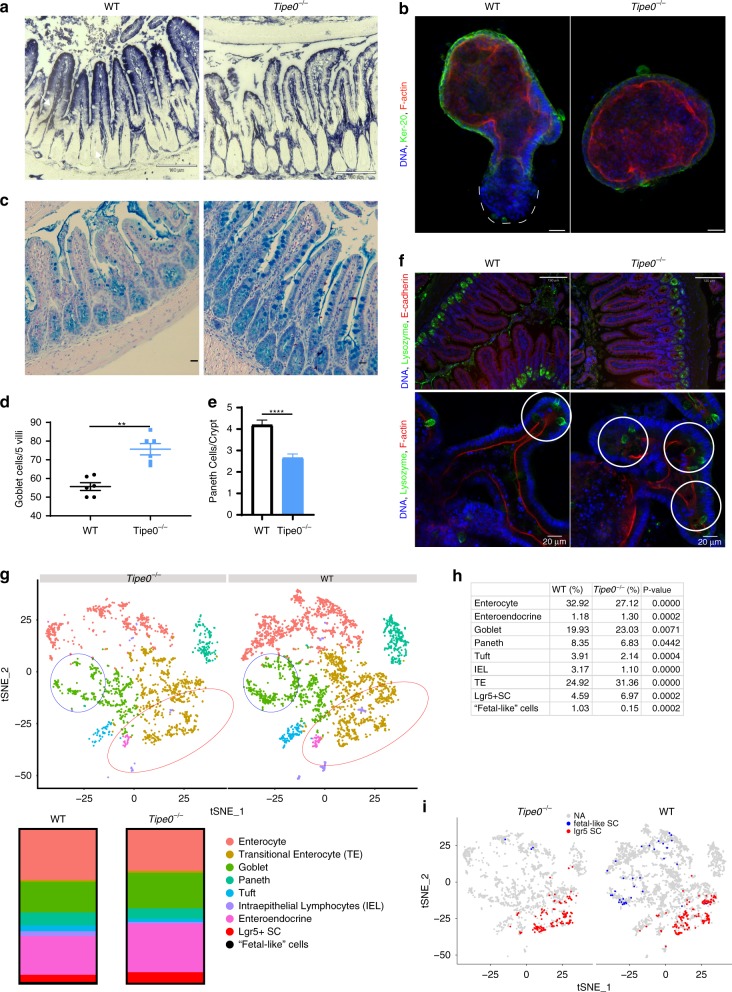
*Tipe0*^−/−^ enterocytes have decreased differentiation markers and the intestine is shifted towards a less differentiated state. All enteroid IF images representative of >3 d7 enteroids per genotypes, and three independent replicates were performed. **a** Alkaline phosphatase in intestinal tissue (purple, bars = 110 µm); images representative of mean staining seen in 4 WT and 5 *Tipe0*^−/−^ mice. **b** Keratin-20 staining and F-actin staining in enteroids (IF, bars = 20 µm) with atypical symmetry in *Tipe0*^−/−^ enteroids and dedifferentiated buds only seen in the WT (outlined with white dashed line). Images representative of >10 enteroids per group per experiment, with three independent experiments performed. **c** Alcian blue staining, bars = 20 µm, with quantification (**d** *p* = 0.0022). Image representative of mean staining for 6 mice/group. **e, f** Paneth cell staining in ileal tissue and enteroids. **e** Paneth cells/crypt (*N* = 4 mice/group, 7 crypts/mouse, pooled) as determined by lysozyme staining in intestinal tissue (**f**); images representative of mean staining seen in each group. Staining also performed in enteroids (**f**, lower row). White circles indicate proliferative crypt foci as indicated by lysozyme staining in the enteroids. Bars = 130 µm for tissue, 20 µm for enteroids; counterstains (in red) as indicated. For enteroids, images representative of >4 enteroids per group in each of 3 independent experiments. **g**–**i** Single cell RNASeq of enterocytes, *N* = 3 mice/genotype. WT = 3402 isolated cells, *Tipe0*^−/−^ = 2006 isolated cells. Analysis of group populations by two-tailed *t*-test. **g** t-SNE plots by genetically defined cell populations with bar graphs and tabulated percentages of the major lineages (**h**). Blue circles indicate areas where fetal-like stem cells were found, while the red circles indicate the regions where *Lgr5*^+^ stem cells were found. These specific, rare populations are highlighted separately in **i**. For all graphs, **p < 0.01; *p* < 0.001; ****p < 0.0001 vs WT, or as indicated; error bars show mean ± SEM. Analyses done by two-tailed Mann–Whitney *U* test unless otherwise specified. Source data are provided as a source data file.

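The ileal epithelium of healthy WT and *Tipe0*-/- mice was profiled by droplet-based sc-RNASeq on the Chromium System, in which each cell receives its own barcode and each captured mRNA molecule its own unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. Cells from 3 mice aged 8 weeks were pooled for each genotype before sequencing, which gives 1 library per genotype. The paper describes digestion of isolated enterocytes with DNase I and Dispase, whereas the labels of the libraries name collagenase with dispase and speak of enteroids. The authors aligned the reads to mm10 with Cell Ranger and deposited the raw UMI counts of 27998 genes in every retained cell. The WT library held 3402 cells and 38127808 UMIs, with a median of 7760 UMIs and 2226 genes per cell. The *Tipe0*-/- library held 2006 cells and 23897126 UMIs, with a median of 7307.5 UMIs and 2275 genes per cell. Mitochondrial genes took 6.59% of the UMIs in the WT library and 8.56% in the *Tipe0*-/- library. The depth normalization between libraries that the methods describe is not part of these counts. The cells of both libraries were clustered together on 532 variable genes and 14 principal components. The genes that Supplementary Data 2 lists as different between the genotypes were kept out of the clustering, so that they could not shape the clusters. Of the 13 clusters, 12 were named from marker genes, and a class is called "like" a cell type because the gene signatures of Table S2 were not used here. With 1 library per genotype no test between the genotypes is possible, and the exact 95% intervals given with the values, Poisson for UMI sums and Clopper-Pearson for shares of cells, cover counting error only and not the differences between mice. The targeted gene, *Tnfaip8* (ENSMUSG00000062210), lies on chromosome 18 of GRCm38 from 49979427 to 50107173. It had 372 UMIs in the WT library, or 9.76 counts per 1000000 UMIs of its library (CPM; 8.79 to 10.8), and 57 UMIs in the *Tipe0*-/- library, or 2.39 CPM (1.81 to 3.09), a log2 ratio of *Tipe0*-/- over WT of -2.02 (-2.46 to -1.63). Another scale took the mean over cells of UMIs per 10000, added 1 to this mean and then took the logarithm. On that scale, below called the log-normalized scale, the ratio of *Tnfaip8* was -0.13. Among the 11665 genes with at least 50 UMIs in both libraries together, the median log2 ratio was 0.15 and 69.3% of the genes were above 0. With mitochondrial and the 20 most abundant genes left out of the totals, 62.2% were above 0. Scaling to the median ratio itself sets this share at 50.0% by construction. Log2 ratios are read against the shift of 0.15.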

Single-cell (sc)-RNASeq was employed to profile the intestinal epithelium in undamaged *Tipe0*^−/−^ mice. 

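Enterocyte-like clusters, the largest of which was led by *Apoa4*, *Apoa1* and *Tmigd1*, held 941 of 3402 WT cells, or 27.7% (26.2 to 29.2%), and 464 of 2006 *Tipe0*-/- cells, or 23.1% (21.3 to 25.0%). The difference was -4.53 percentage points (-6.92 to -2.10). Of these clusters, 1 with 324 WT and 164 *Tipe0*-/- cells had no enterocyte marker among its 10 leading genes. It rested on 5 of the 15 markers and had no name under a first scoring rule, which was replaced after the shares and those of the paper had been seen. Without it the enterocyte-like share was 18.1% in WT and 15.0% in *Tipe0*-/- cells, and 1 unnamed cluster held another 4.23% of WT and 3.84% of *Tipe0*-/- cells. The alternative that moved the enterocyte-like difference most, the integration of the libraries by canonical correlation in Seurat, gave -3.00 percentage points. Stem-like and cycling-like clusters, taken together as the stem cell and transitional group, held 30.4% of WT cells (28.9 to 32.0%) and 36.9% of *Tipe0*-/- cells (34.8 to 39.1%), a difference of 6.52 percentage points (3.88 to 9.17). Without 1 cycling-like cluster that had no marker of the group among its 10 leading genes, these shares were 21.2% (19.8 to 22.6%) and 24.4% (22.5 to 26.3%). The stem-like cluster alone, led by *Lgr5*, *Olfm4* and *Ascl2*, held 8.99% of WT cells (8.05 to 10.0%) and 12.6% of *Tipe0*-/- cells (11.2 to 14.1%). The size of this cluster depended on the settings, from 2.38% and 5.03% with all variable genes to 16.0% and 22.7% with 2000 variable genes chosen by variance stabilization, and the share was higher in *Tipe0*-/- cells in each of them. *Lgr5* (ENSMUSG00000020140; chromosome 10 from 115450311 to 115587780) had 26.7 CPM in the WT library and 38.6 in the *Tipe0*-/- library. After each cell was thinned to 3000 UMIs, which left out no cell, at least 1 *Lgr5* UMI was found in 255 WT cells, or 7.50% (6.63 to 8.43%), and in 213 *Tipe0*-/- cells, or 10.6% (9.30 to 12.0%). As a background, enterocyte-like cells, which should lack *Lgr5*, carried a *Lgr5* UMI in 0.531% of WT and 1.29% of *Tipe0*-/- cells after the same thinning, from median depths of 6471 and 5697 UMIs. Without thinning the shares of all cells were 16.8% and 21.7%. With at least 2 *Lgr5* UMIs required after thinning, the shares were 2.18% and 2.59%, and their difference of 0.417 percentage points (-0.433 to 1.34) was not detectable at this depth. Goblet-like clusters held 22.0% of WT cells (20.7 to 23.5%) and 25.8% of *Tipe0*-/- cells (23.9 to 27.7%), a difference of 3.73 percentage points (1.35 to 6.14). When each cell was named by its own marker scores instead of its cluster, the goblet-like difference was 1.85 percentage points, with an interval from -0.201 to 3.95 that includes 0. Enteroendocrine-like cells formed no cluster of their own under these settings. With 2000 variable genes chosen by variance stabilization they formed 1, with 43 WT cells, or 1.26% (0.916 to 1.70%), and 27 *Tipe0*-/- cells, or 1.35% (0.889 to 1.95%). This difference of 0.0820 percentage points (-0.549 to 0.781) was not detectable at this depth.

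**Figure D1:**
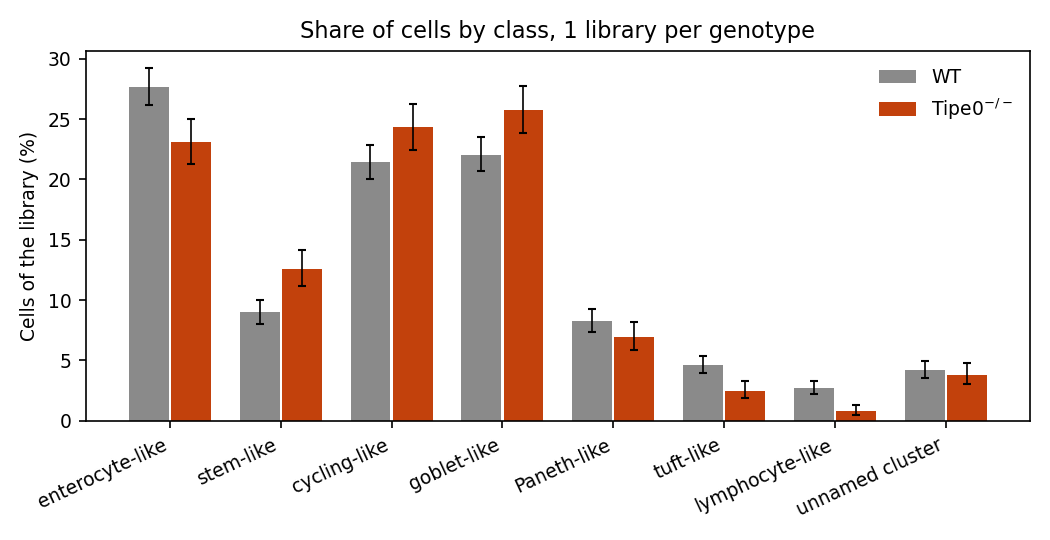
Share of the cells of each library (y axis, percent) in each class of cells (x axis) for WT (gray, 3402 cells) and *Tipe0*-/- (orange, 2006 cells). Bars are the shares and error bars their exact 95% binomial intervals, which cover counting error only; the enterocyte-like bars are at 27.7% and 23.1% and the stem-like bars at 8.99% and 12.6%.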

Using previously established sc-RNASeq signatures we found that *Tipe0*^−/−^ mice had equal or decreased levels of differentiated enterocytes, with a concomitant increase in a stem cell/partially differentiated group, Lgr5^+^ stem cells, and in secretory (goblet and enteroendocrine) cells (Fig. 4g, h; see Table S2 for the genes used to identify these groups). We also saw the same decrease in Paneth cells demonstrated in Fig. 4f. Together, these data suggest that *Tipe0*^−/−^ intestines have disrupted differentiation with fewer terminally-differentiated enterocytes and more Lgr5^+^ stem cells and transitional epithelial cells.

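Paneth-like cells, in a single cluster led by defensin genes and *Mptx2*, were 282 of the WT cells, or 8.29% (7.38 to 9.27%), and 140 of the *Tipe0*-/- cells, or 6.98% (5.90 to 8.18%). The difference of -1.31 percentage points had an interval from -2.76 to 0.196, so at this depth it was not larger than the counting error. It stayed negative in each of the 10 alternative settings, between -1.49 and -0.798 percentage points. Lysozyme mRNA itself moved the other way in the whole libraries: *Lyz1* (ENSMUSG00000069515; chromosome 10 from 117287797 to 117292868) had 2455 CPM in WT (2439 to 2471) and 3151 in *Tipe0*-/- (3128 to 3173), a log2 ratio of 0.36.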

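Genes that the paper stains as differentiation and proliferation markers were also read from the summed UMIs of each library. *Krt20* (chromosome 11 from 99428403 to 99438150) fell from 293 CPM in WT (288 to 299) to 203 in *Tipe0*-/- (198 to 209), a log2 ratio of -0.53 (-0.58 to -0.48). With both libraries weighted to the same makeup of cell classes the ratio was -0.26, so part of the fall goes with the makeup of classes. On the log-normalized scale the ratio of *Krt20* was -0.23. *Alpi*, the intestinal alkaline phosphatase gene (chromosome 1 from 87098002 to 87101606), was low in both libraries, with 9.02 CPM in WT (8.09 to 10.0) and 15.2 in *Tipe0*-/- (13.7 to 16.8), and its log2 ratio was 0.75 (0.53 to 0.97), or 1.14 with the same makeup. *Mki67* had a log2 ratio of 0.40 (0.30 to 0.49), or 0.27 with the same makeup. *Krt20*, *Alpi* and *Mki67* are themselves among the markers that named the classes, which limits this weighting. Within the stem-like cluster, *Lgr5* had 189 CPM in WT and 193 in *Tipe0*-/-, a log2 ratio of 0.02 (-0.16 to 0.21). Its higher level in the whole *Tipe0*-/- library was thus not detectable as a change per stem-like cell. *Lgr5* is among the markers that named this cluster, so such a change cannot be excluded either. Only Paneth-like cells had an *Lgr5* interval above 0, with 29.7 CPM in WT and 50.5 in *Tipe0*-/-, a log2 ratio of 0.77 (0.47 to 1.06). In that class other genes were shifted upward too, and random lists of 21 genes matched on expression had a middle of 0.47. Taking its staining and single-cell data together, the paper proposes that differentiation is disrupted in *Tipe0*-/- intestines, which have fewer enterocytes at the end of differentiation and more Lgr5+ stem and transitional cells.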

### *Tipe0*^−/−^ epithelia have dysregulation of the revSC program

Recent work showed that acute injuries induce YAP signaling that activates the Sca-1^+^ (Ly6a) fetal-like program throughout the intestinal epithelium and transiently mobilizes Clu^+^ revSCs that are required to regenerate the intestine post-injury and form spheroids in enteroids culture systems The development of spheroids was reminiscent of what we saw in *Tipe0*^−/−^ enteroids after growth factor withdrawal. 

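*Clu* (ENSMUSG00000022037; chromosome 14 from 65968483 to 65981547) had 5 UMIs in 5 of the 3402 WT cells and 4 UMIs in 4 of the 2006 *Tipe0*-/- cells, and its log2 ratio had a counting interval from -1.98 to 2.57. Of the principal markers of the fetal-like program, *Gja1* (chromosome 10 from 56377330 to 56402513) had 1 UMI in each library and *Spp1* (chromosome 5 from 104435118 to 104441050) had 6 UMIs in WT and 2 in *Tipe0*-/-. *Ly6a*, which encodes Sca-1 (ENSMUSG00000075602; chromosome 15 from 74994877 to 74998031), was abundant. It had 8111 UMIs in the WT library, or 213 CPM (208 to 217), and 721 in the *Tipe0*-/- library, or 30.2 CPM (28.0 to 32.5), a log2 ratio of -2.82 (-2.93 to -2.71). Computed on the log-normalized scale, the log2 ratio was -1.33. After thinning to 3000 UMIs, 33.5% of WT cells (31.9 to 35.1%) and 7.38% of *Tipe0*-/- cells (6.27 to 8.61%) had a *Ly6a* UMI, against 52.0% and 17.5% without thinning. The enterocyte-like class had the highest level, with 573 *Ly6a* CPM in WT and 102 in *Tipe0*-/-. Paneth-like cells had the lowest share after thinning, 5.32% in WT and 0.714% in *Tipe0*-/-, from median depths of 20981.5 and 25782 UMIs. At this depth the UMIs of *Clu*, *Gja1* and *Spp1* were too few to compare the libraries, and the fall was measured in *Ly6a* alone.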

While there were too few cells to identify the Clu^+^ rev-SC population in our undamaged sc-RNASeq data, we interestingly found decreased numbers of fetal-like stem cells in *Tipe0*^−/−^ epithelia when compared with WT controls (Fig. 4h). However, when we performed confirmatory RT-PCR on the four principal genetic markers^8^ of a fetal-like program (*Ly6a*, *Gja1*, *Spp1*, and *Tacstd2*), we surprisingly found that they were elevated in both isolated *Tipe0*^−/−^ enterocytes and in healthy and ischemic *Tipe0*^−/−^ ileal tissue (Fig. 5a, c), as well as in irradiated tissue (Fig. 5e). In contrast, we saw appropriate induction of the fetal-like program^4^ in WT and *Tipe2*^−/−^ tissues upon irradiation, suggesting that dysregulation was specific to TIPE0 loss. In addition, previously described “+4 stem cell markers were not uniformly elevated in either *Tipe0*^−/−^ enterocytes or tissue samples (Fig. 5b, d). This split between a decreased number of fetal-like/Sca-1^+^ cells and increased expression of markers overall suggested that that TIPE0 is required for proper regulation of this program and that the program is dysregulated at baseline. Indeed, IF staining demonstrated that the unusual *Tipe0*^−/−^ spheroids induced after growth factor withdrawal contained elevated number of Sca-1^+^ cells (Fig. 6a). In addition, we found that Sca-1 expression was enhanced in freshly isolated *Tipe0*^−/−^ epithelia, when compared with WT controls, as measured by flow cytometry (Fig. 6b). Upon staining healthy ileum, we could also detect increased levels of epithelial Sca-1 (Fig. 6c, d; e-cadherin was used as an epithelial cell counterstain). Together, these data suggest that while Sca-1^+^ is being upregulated in the *Tipe0*^−/−^ epithelium, the entire program does not properly engage to support regeneration.

**Fig. 5:**
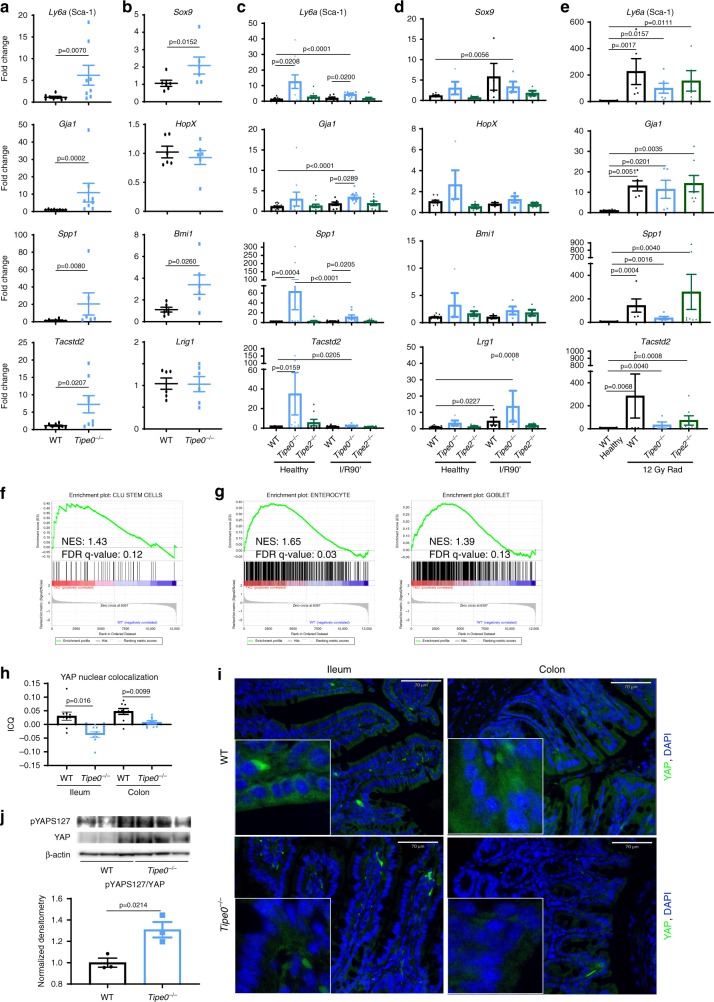
*Tipe0*  gene deletion results in inappropriate basal activation of the Sca1+/Clu+ program that persists only if initial injury is resisted. **a**–**e** RT-PCR in isolated ileal enterocytes (**a**, **b**) and ileal tissue (**c**–**e**). “Fetal-like,” injury-response stem cell markers (**a**, **c**, **e**) and 4+ stem cell markers (**b,d**) analyzed by Kruskal–Wallis one-way ANOVA, with two-tailed Mann–Whitney *U* test used to confirm ANOVA findings. **a** *N* = 4 mice/group with two replicates on different days pooled (total *N* = 8), except for *Tipe0*^−/−^ Spp1, where *N* = 6 (from 3 mice x 2 replicates). **b** *N* = 6 mice/group. **c** *N* = Y different-day-replicates from X total mice (Y rep, X mice) as follows: WT-healthy Ly6a, Gja *N* = 18 (4 rep, 5 mice); WT-healthy Spp1, Tacstd2 *N* = 13 (4 rep, 5 mice); for WT-I/R90′ Ly6a, Tacstd2 *N* = 6 (2 rep, 3 mice); *Tipe0*^−/−^ & *Tipe2*^−/−^-healthy Ly6a *N* = 10 (2 rep, 5 mice); *Tipe0*^−/−^ and *Tipe2*^−/−^-healthy Gja1, *Tipe0*^−/−^-healthy Spp1 *N* = 9 (2 rep, 5 mice); *Tipe0*^−/−^-I/R90 all genes and *Tipe2*^−/−^-I/R90′ Gja1, Spp1 *N* = 8 (2 rep, 4 mice); *Tipe2*^−/−^-I/R90′ Ly6a, Tacstd2 and WT-I/R90′ Spp1 *N* = 7 (2 rep, 4 mice); WT-I/R90′ Ly6a, Tacstd2 *N* = 6 (2 rep, 3 mice). **d** *N* = 4 mice/group, except: *Tipe2*^−/−^-healthy for Sox9, Bmi1, and Lrig1 (*N* = 5); WT-I/R90′ for HopX and Bmi1 (*N* = 3). For WT-healthy, *N* = 9 (Sox9 and HopX) and *N* = 12 (Bmi1 and Lrig1), 5 mice/each with two replicates on different days pooled. (E) *N* = 8 mice/group for WT healthy, otherwise *N* = 5/group except: *Tipe0*^−/−^ Ly6a *N* = 6, *Tipe0*^−/−^ Tacstd2 *N* = 4, *Tipe2*^−/−^ Gja1, Spp1 Tacstd2 *N* = 7. Bulk RNASeq performed on ileal enterocytes. GSEA data for the Clu^+^ Rev-SC program (**f**) and enterocyte lineage programs (**g**) presented with *Tipe0*^−/−^ as positive correlation (red) and WT as a negative correlation (blue); *N* = 3 mice/group. YAP nuclear co-localization (**h**) by intensity correlation quotient (ICQ) in healthy WT and *Tipe0*^−/−^ ileums and colons, with representative images of those quantified (**i**). *N* = 3 mice/group with three random images/mouse analyzed (total *N* = 9). Bars = 70 µm, inserts 4× magnified; **p < 0.01. **j** Western blot for pYAPS127 and total YAP in WT and *Tipe0*^−/−^ ileal enterocytes. Densitometry normalized to WT with β-actin as the loading control. *N* = 3 samples/group, analyzed by two-tailed *t*-test. For all graphs error bars show mean ± SEM. Source data are provided as a source data file.

**Fig. 6:**
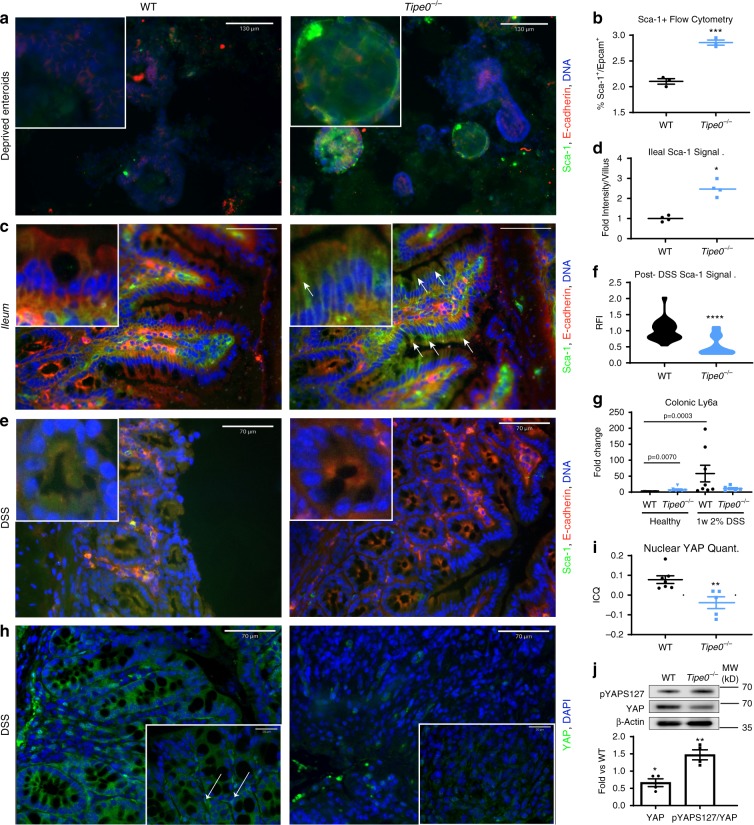
*Tipe0*^−/−^ mice have inappropriate basal activation of the injury-response stem cell program, but an inability to induce the program to regenerate. **a** Sca-1 staining in *Tipe0*^−/−^ spheroids generated by depriving growth factor withdrawal; bars = 130 µm; insert 3× magnified. Representative of 3–4 *Tipe0*^−/−^ spheroids/experiment, with three independent replicates. **b** Flow cytometry for Sca-1^+^/Epcam^+^ cells. *N* = 3, representative of 2 independent experiments. *p* = 0.0005 two-tailed *t*-test with Welch′s correction vs WT. **c** IF for Sca-1 and E-cadherin in healthy WT and *Tipe0*^−/−^ tissue. E-cadherin was used as an enterocyte counterstain. Images representative of the mean intensity in 4 mice/group, with two fields of view/mouse randomly selected; bars = 130 µm; arrows mark enterocytes staining for Sca-1; insert 3× magnified. Sca-1 staining linearly enhanced in both images for easier merged channel visualization. **d** Quantification of enterocyte Sca-1 fluorescence intensity from **c**; *N* = 4 mice/group; *p* = 0.0286. **e** Sca-1 and E-cadherin staining from mice given DSS, with quantitation (**f**). E-cadherin is an used as an enterocyte counterstain. Quantification of total Sca-1 signal was by relative fluorescence intensity (RF), normalized to WT. *N* = 7 crypts/per mouse from 4 mice/group. Images representatives 3/4 mice evaluated for each group; bars = 70 µm; insert 3× magnified. **g** Colonic Sca-1 levels by RT-PCR. *N* = 7\(WT and *Tipe0*^−/−^ healthy), *N* = 8 (WT DSS), *N* = 6 (WT and *Tipe0*^−/−^). Multiple group comparisons were by Kruskal–Wallis one-way ANOVA. Two-tailed Mann–Whitney *U* test was used to confirm ANOVA findings. **h** YAP staining in mice given DSS; bars = 70 µm, insert bars = 20 µm. Arrows show areas of high nuclear colocalization. Images representative of eight WT and five Tipe0^−/−^ mice evaluated. **i** Quantification of nuclear YAP from **h** by Intensity Correlation Quotient (ICQ). *N* = 8 (WT), 5 (*Tipe0*^−/−^); *p* = 0.0025. **j** WB for pYAPS127 and YAP, with densitometry (*N* = 4/group); *p* = 0.0102 for YAP, *p* = 0.0021 for pYAPS127 by one-sample two-tailed *t*-test. For all graphs, *p < 0.05; **p < 0.01; *p* < 0.001; ****p < 0.0001 vs WT, or as indicated; error bars show mean ± SEM. Analyses done by two-tailed Mann–Whitney *U* test unless otherwise specified. Source data are provided as a source data file.

We then performed bulk RNASeq analysis to evaluate if the post-injury regenerative program was inappropriately active at baseline, even if present in fewer cells. This revealed that the revSC markers were also aberrantly activated in *Tipe0*^−/−^ enterocytes (Fig. 5f), similar to fetal-like program. Interestingly, we also found that enterocyte specific genes were upregulated in *Tipe0*^−/−^ epithelia (Fig. 5g), despite our sc-RNASeq demonstrating they were less fully differentiated enterocytes, suggesting hyperactivation of the enterocyte program alongside the Sca-1^+^ and rev-SC programs, despite their decreased total numbers. Additionally, we observed increases in the goblet cell signature, in line with the increased numbers in the Tipe0^−/−^ mice by staining and sc-RNASeq (Fig. 5g).

### *Tipe0*^−/−^ mice cannot regenerate revSCs after DSS-injury

*Tipe0*^−/−^ mice have worse recovery and survival from DSS colitis^15^, a model of injury that relies on the enterocytes to continually regenerate from injury, because most *Tipe0*^−/−^ cells cannot survive the chemical insult. As mentioned previously, there was decreased enteroid generation with loss of *Tipe0*, implying that the *Tipe0*^−/−^ DSS phenotype could be a result of deficits in regeneration initiation due to the dysregulation of the Clu^+^ regenerative program that is important in DSS colitis^2,9^. *Tipe0*^−/−^ mice subjected to 7 days of DSS had a notable lack of Sca-1^+^ activation compared with strong induction of Sca-1+ cells observed in WT mice, which was absent in the *Tipe0*^−/−^ mice (Fig. 6e–g). YAP-mediated signaling, which is upstream of the Sca-1 response during DSS colitis^9^ was also not induced in the enterocytes of the *Tipe0*^−/−^ mice (Fig. 6h–j), and there was increased pYAPS127/YAP ratio, indicating YAP was more inactivated in the knockouts after colitis. We saw similar changes in both healthy ileum and colon at baseline by IF (Fig. 5h, i), and Western blot (Fig. 5j), with decreased nuclear YAP in *Tipe0*^−/−^ mice and a concordant increase in the pYAPS127/YAP ratio. Furthermore, during the regenerative phase of radiation-induced ileal injury and during DSS colitis, but not during acute ischemia, WT mice had increased levels of *Tipe0* mRNA expression (Fig. 7a), lending credence to the theory that TIPE0 is important for maintaining signaling homeostasis during injury.

**Fig. 7:**
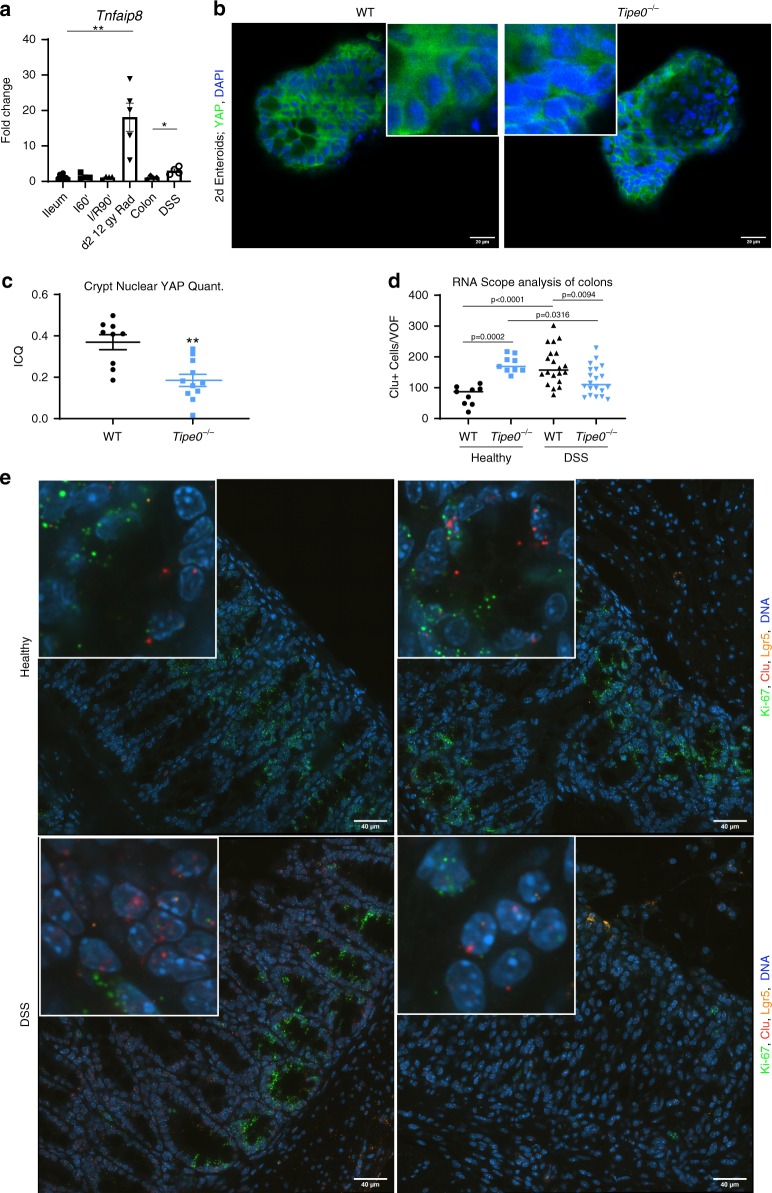
Nuclear YAP localization is inhibited in budding *Tipe0*^−/−^ enteroids while Clu is induced in *Tipe0*^−/−^ colons. **a** RT-PCR assay for *Tnfaip8* (variant 1) gene expression. *N* = 8 for WT ileum, five for radiation, and four for all other groups; *p* = 0.0016 for radiation, *p* = 0.0286 for DSS. YAP staining in 2-day enteroids, bars = 20 µm; insert is 3× magnified, with quantification of nuclear YAP by ICQ in developing crypts (**c**). *N* = 10 for WT, *N* = 12 for *Tipe0*^−/−^, pooled from two independent experiments, with images representative of those quantified; *p* = 0.0016. **d**, **e** RNAscope Clu^+^ cells in mice WT and *Tipe0*^−/−^ mice, before and after DSS treatment with additional staining for Ki-67, Clu, and Lgr5, with DAPI counterstain. Ki-67 and Lgr5 are used as controls to identify enterocyte specific staining for further quantification (**d**). For healthy tissues, *N* = 9/group (3 mice/group, with 3 images/group analyzed). For DSS tissues, *N* = 20 (five images each from *N* = 4 mice/group were analyzed). Images are representative of those quantified; Bars = 40 µm; insert is 5× magnified. **e** Data analyzed one-way ANOVA with Sidak′s multiple comparison test. For all graphs, data analyzed by two-tailed Mann–Whitney *U* test unless otherwise specified; *p < 0.05; **p < 0.01 vs WT; error bars show mean ± SEM. Source data are provided as a source data file.

Asymmetric YAP activation is required for enteroid development^20^, so we probed our *Tipe0*^−/−^ enteroids to see if the regenerative deficits we saw in culture were associated with loss of YAP activation. Indeed, nuclear YAP, as determined by co-localization IF, was diminished in developing *Tipe0*^−/−^ enteroids (Fig. 7b, c). Next, we probed for *Clu*, a selective marker of revSCs, by single-molecule in situ hybridization (sm-FISH; RNAScope), and found that like Sca-1, *Clu* was elevated in *Tipe0*^−/−^ colons at baseline, but was poorly induced after DSS injury in the absence of TIPE0 (Fig. 7d, e).

### TIPE0 regulates microbiome-induced Akt activation

To determine the mechanism for TIPE0 regulation of regenerative pathways, we undertook studies to identify which signaling pathways were regulated by TIPE0. Erk1/2 activation has been previously shown to modulate ischemia/reperfusion injury^21,22^ but we saw no changes with loss of TIPE0 (Supplementary Fig. 2f). The TIPE proteins are global suppressors of PI3K-related signaling^10,23^. Given the central role of β-catenin in maintaining the stem cell niche^24^ and our observed shift towards a de-differentiated state with an expansion of *Lgr5*^+^ ISCs, as well as previous reports that YAP activity is inhibited by Akt^25^ and β-catenin^6,26^, we hypothesized that TIPE0 might regulate the PI3K/Akt/β-catenin pathway. With loss of TIPE0, we found marked induction of pAktS473 and downstream β-catenin (including nuclear staining) at baseline in enteroid culture (Fig. 8a, b) and in freshly isolated enterocytes by immunoblotting (Fig. 8c). This pattern was also present in healthy and ischemic tissue by IHC (Figs. 8d,  9a–c, Supplementary Fig. 2g), and elevation in intermediary pGSK3βS9 was also seen (Fig. 9a, c). The levels of pAktS473 in healthy Tipe0^−/−^ were much stronger in not just in enterocytes but also in the adjacent muscularis propria, We also saw elevated pAktS473 after radiation (Fig. 9d). Thus, TIPE0 is important for suppressing PI3K/Akt/β-catenin signaling.

**Fig. 8:**
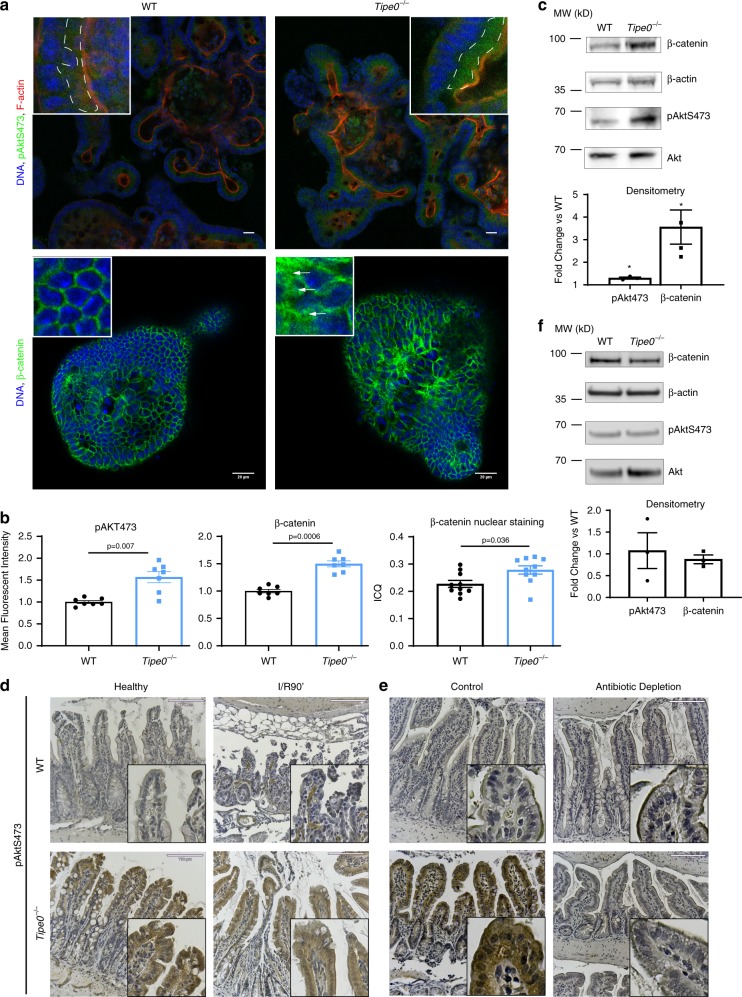
Loss of Tipe0 results in microbiota-dependent hyperactivation of Akt signaling. **a** IF for pAktS473 and β-catenin in enteroids. Counterstain as indicated. Bars = 20 µm; insert 4× magnified. Dashed lines encircle pAktS473 staining of interest; arrows indicate enhanced β-catenin staining. pAkt images are representative of seven enteroids/group across three independent experiments; β-catenin images are representative of ten enteroids/group across three independent experiments. **b** Quantification of pAkt and β-catenin staining from **a** as relative fluorescence intensity, with *N* = 7 enteroids/group pooled across three independent experiments. Nuclear β-catenin signal was also assessed by colocalization analysis (ICQ, intensity correlation quotient), *N* = 10 images/group pooled across three independent experiments. For all graphs, *p < 0.05; **p < 0.01; *p* < 0.001; ****p < 0.0001 vs WT, or as indicated; error bars show mean ± SEM. Analyses done by two-tailed Mann–Whitney *U* test. **c** Western blot analysis for the indicated proteins in freshly isolated enterocytes, with densitometry analysis. Representative of three independent experiments for pAKT and four independent experiments for β-catenin. *p* = 0.0199 for pAkt, *p* = 0.0429 for β-catenin by one-sample two-tailed *t*-test) **d** Immunohistochemical staining for pAktS473 in healthy and ischemic (I/R90′) WT and *Tipe0*^−/−^ mice. bars = 110 µm, inserts are twofold further magnified. Images representative of *N* = 5 mice per WT group (healthy and ischemic), or *N* = 3 for healthy *Tipe0*^−/−^ mice and *N* = 4 for ischemic *Tipe0*^−/−^ mice. Healthy samples were repeated 2–3 times as controls in the other experiments presented here, with consistent results. **e** IHC staining for pAktS473 in healthy WT and *Tipe0*^−/−^ mice after 2 weeks of intestinal microbiota ablation with antibiotics. Images representative of 4 mice/group; bars = 110 µm. Control sections from mouse given house water are also shown for comparison. **f** Western blot pAktS473 and β-catenin in enterocytes from mice subjected to the same antibiotic treatment as in **e**, with densitometry analysis. *N* = 3 mice/group. Error bars indicate mean ± SEM (**b**, **c**, **f**). Source data are provided as a source data file.

**Fig. 9:**
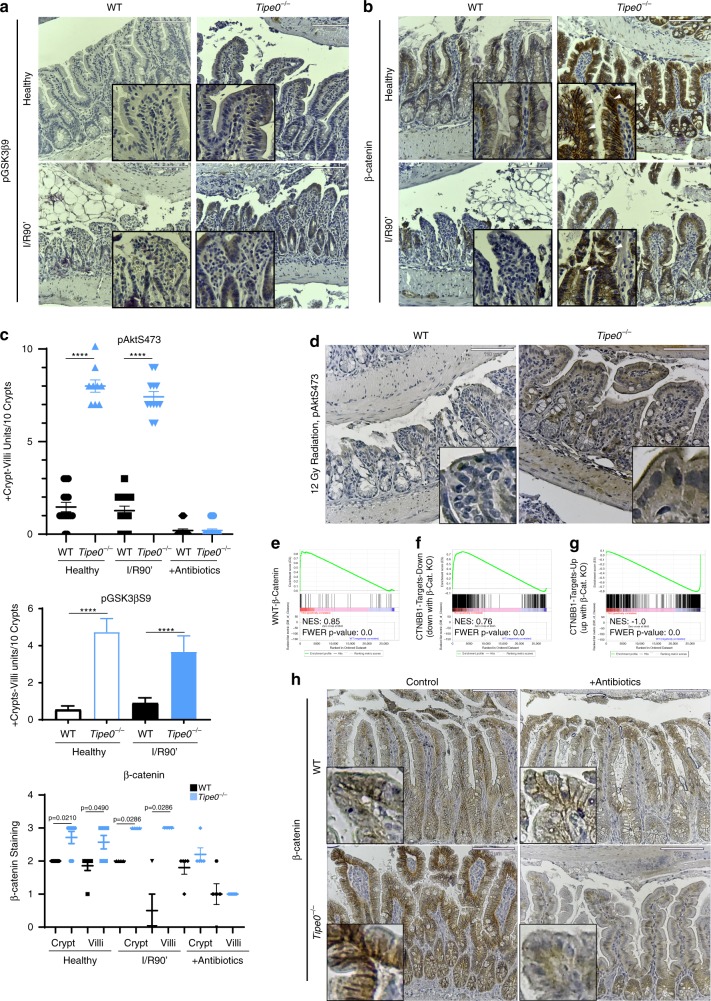
The PI3K/Akt/β-catenin signaling axis is upregulated with TIPE0-ablation. Immunohistochemical staining for **a** pGSK3βS9 and **b** β-catenin in healthy and ischemic (I/R90′) WT, and *Tipe0*^−/−^ mice. pGSK3βS9 images representative of 7/7 mice in each WT group (healthy and ischemic) and 5/5 mice in each *Tipe0*^−/−^ group (healthy and ischemic). β-catenin images representative of four mice per group for ischemic images and seven for the healthy images. Bars = 110 µm, inserts are twofold further magnified. Arrowheads highlight enhanced nuclear β-catenin staining. **c** Quantification of histology from Figs. 8d, e, and 9a, c, h. For pAKT and pGSK3β staining, three random sections/slide were analyzed and crypt-villi units with more than 50% of enterocytes staining positively per ten units were quantified, except for the pGSK3β staining, for which one WT-H and one WT-I/R90' did not stain. Total *N* for pAKT: 15 (WT-H and WT-I/R90′) 9 (*Tipe0*^−/−^-H), 12 (*Tipe0*^−/−^-I/R90′), 25 (antibiotic samples). Total *N* for pGSK3β = 15 (*Tipe0*^−/−^ samples) and 20 (WT samples). For β-catenin staining a score from 0 to 3 was assigned to assess the strength of staining. *N* = 7 for healthy tissues, *N* = 4 for ischemia tissues, *N* = 5 for tissues from mice given antibiotics. *N* for all quantification is the same as for their respective images. **d** IHC for pAktS473 in mice 2 days post 12 Gy radiation, bars = 110 µm, Images representative of 4 mice/group; inserts are 4× magnified. **e**–**g** GSEA of Sc-RNASeq data from isolated enterocytes. TKO (*Tipe0*^−/−^ mice) are positively correlated in all images. *N* = 3 mice/group, pooled prior to sequencing. **e** Wnt/β-catenin signaling axis; **f** genes that are downregulated with loss of β-catenin (thus are upregulated by β-catenin); **g** genes that upregulated with loss of β-catenin (thus are downregulated by β-catenin). **h** β-catenin IHC in healthy mice with and without antibiotics to ablate the microbiota. Images representative of 4 mice per group. Bars = 110 µm; inserts 4× magnified. For all graphs error bars show mean ± SEM; and analyses were by two-tailed Mann–Whitney *U* test; ****p < 0.0001. Source data are provided as a source data file.

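The gene set used for the paper's GSEA was not used here, so the components of the Wnt/β-catenin pathway were read as a list of 36 genes written from general knowledge before the data were examined. Of these, 28 had at least 50 UMIs in both libraries together. Their median log2 ratio of *Tipe0*-/- over WT, from summed UMIs as CPM, was 0.19 (0.14 to 0.24 from counting error), and 23 of the 28 genes were above 0. This was at percentile 79.1 among the medians of 10000 random lists of 28 genes matched on mean expression, whose middle was 0.14 and whose central 95% ran from 0.01 to 0.27, so over the whole libraries the list did not stand apart from other genes. Among the 7 named classes and the unnamed cluster it did so in 2: cycling-like cells, with a median of 0.24 at percentile 99.2, and stem-like cells, with a median of 0.20 at percentile 97.6, at the edge of the central 95%. Of the 28 genes, 16 were above the shift of all genes. *Ctnnb1* (ENSMUSG00000006932; chromosome 9 from 120929216 to 120960507), which encodes β-catenin, had 311 CPM in WT (306 to 317) and 350 in *Tipe0*-/- (342 to 357), a log2 ratio of 0.17 (0.13 to 0.21), close to the shift of all genes. *Axin2* (chromosome 11 from 108920349 to 108950783) rose from 58.3 CPM (55.9 to 60.8) to 86.8 (83.1 to 90.6), a log2 ratio of 0.57 (0.49 to 0.66). With the libraries scaled by the median ratio over genes, the list's median was 0.04.

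**Figure D2:**
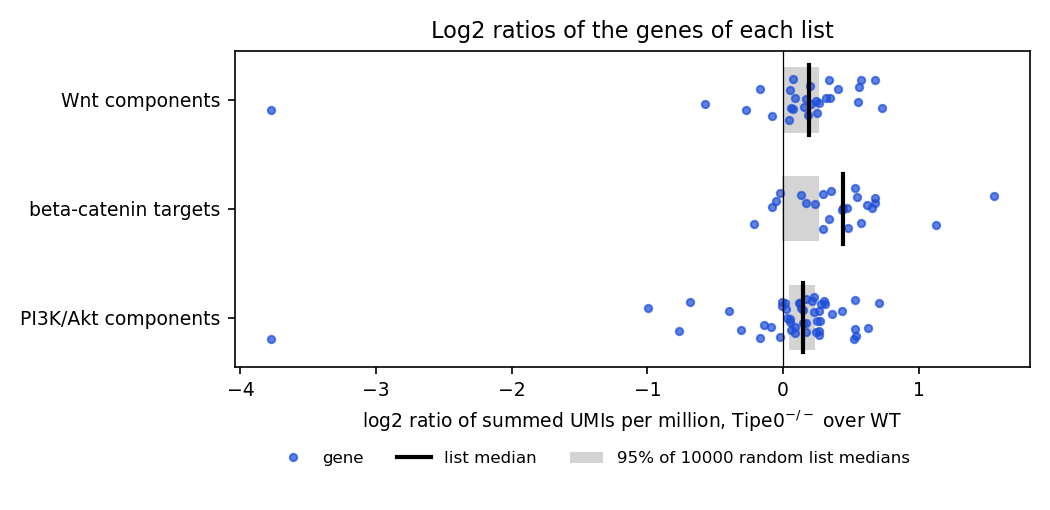
Log2 ratio of *Tipe0*-/- over WT (x axis, summed UMIs as CPM) of each gene (blue points) in lists of Wnt components, β-catenin targets and PI3K/Akt components. Black lines are the list medians and gray bars the central 95% of the medians of 10000 expression-matched random lists; the medians of the Wnt list (0.19) and of the PI3K/Akt list lie inside the gray bars, and that of the β-catenin targets lies above it.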

Performing GSEA pathway analysis on our sc-RNASeq data, we were able to confirm that β-catenin pathways were elevated with loss of TIPE0 (Fig. 9e). Furthermore, genes known to have diminished expression with β-catenin knockout were elevated with TIPE0 loss (Fig. 9f) and conversely those genes that are elevated with β-catenin knockout were diminished (Fig. 9g), demonstrating that the high levels of β-catenin seen with *Tipe0*^−/−^ were regulating downstream transcription of β-catenin-dependent genes. 

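The study's sets of genes that change with β-catenin knockout were not used here. A list of 27 genes known as targets of β-catenin was written before the data were examined, and 24 of them had at least 50 UMIs in both libraries together. Their median log2 ratio was 0.44 (0.35 to 0.49 from counting error), above all 10000 expression-matched random lists, whose central 95% ran from -0.01 to 0.27, and 20 of the 24 genes were above 0. *Sox9* (chromosome 11 from 112782224 to 112787760) had 85.0 CPM in WT (82.1 to 88.0) and 124 in *Tipe0*-/- (120 to 129), a log2 ratio of 0.55 (0.47 to 0.62), and *Ccnd1* had a log2 ratio of 0.17 (0.12 to 0.21). Of the 24 genes, 4 were below 0: *Nkd1*, *Sp5*, *Prdx2* and *Jun*, of which *Prdx2* was lowest at -0.21. Several of the targets also mark stem cells, whose share differed between the libraries. With both libraries weighted to the same makeup of cell classes, the median was 0.26, at percentile 99.2 of the random lists, whose middle was then 0.10. Within the stem-like cluster the median of the 20 targets with enough UMIs was 0.04, at percentile 68.7. Markers that named this cluster include targets such as *Lgr5*, *Ascl2* and *Axin2*, so this value cannot exclude a rise there. Within goblet-like cells the median of 21 targets was 0.31, at percentile 99.9. Enterocyte-like, Paneth-like and tuft-like cells also lay above the central 95% of the random lists, at percentiles 98.9, 98.9 and 99.96. Cycling-like cells, at percentile 93.2, lymphocyte-like cells, at 96.3, and the unnamed cluster, at 86.4, lay inside it.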

Ingenuity Pathway Analysis (IPA) was also performed on our sc-RNA-Seq data, and PI3K/Akt signaling was also found to be induced with loss of TIPE0 by this metric (Supplementary Fig. 3).

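The pathway gene list of IPA was not used here, and PI3K/Akt signaling was read from a list of 48 components written before the data were examined, each with at least 50 UMIs in both libraries together. Their median log2 ratio was 0.14 (0.10 to 0.17 from counting error), with 36 genes above 0 and 12 below. It was at percentile 53.2 of the expression-matched random lists, whose middle was 0.14, and with the libraries scaled by the median ratio over genes the median was -0.01. *Akt1* (ENSMUSG00000001729; chromosome 12 from 112653821 to 112674884) had 78.3 CPM in WT (75.6 to 81.2) and 81.2 in *Tipe0*-/- (77.6 to 84.9), a log2 ratio of 0.05 (-0.03 to 0.13). *Akt2* had a log2 ratio of 0.09 (-0.06 to 0.24). The regulatory subunit gene *Pik3r1* (chromosome 13 from 101680563 to 101768217) had a log2 ratio of 0.54 (0.46 to 0.61) and *Gsk3b* one of 0.27 (0.18 to 0.35). These are mRNA levels, and the phosphorylation of Akt was not measured in these libraries.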

To determine if the basal Akt activation that TIPE0 inhibits was microbiome-dependent, we performed antibiotic-mediated microbiome ablation. After two weeks of broad spectrum antibiotics, we found the hyperactivation of Akt in *Tipe0*^−/−^ mice to be completely lost in the gut (Fig. 8d, e). The increased β-catenin accumulation was also ablated by antibiotic administration (Fig. 9c, h). YAP is phosphorylated at S127 by Akt, and the increased pYAPS127/YAP ratio in the *Tipe0*^−/−^ mice was also lost with antibiotic administration (Supplementary Fig. 4a–c). Since the commensal microbiome is required for the induction of basal intestinal PI3K activity^27^, our results suggest that TIPE0 inhibits Akt activation through a PI3K-dependent mechanism.

### Injury resistance in *Tipe0*^−/−^ mice is due to increased Akt and β-catenin activity

To assess if the hyperactivation of Akt is a key mechanism by which loss of TIPE0 results in protection from acute intestinal injury, we administered the Akt-specific inhibitor GDC-0068^28^ (which is currently undergoing Phase 2 trials) 2 h before ischemic injury and assessed the resulting injury. Akt-blockade completely ablated the protection conferred by loss of TIPE0 (Fig. 10a, b). To determine if downstream β-catenin accumulation was also important for the protection conferred by TIPE0 loss, we used our enteroid system due to the lack of specific in vivo β-catenin inhibitors. Administration of IWR-1-endo, a molecule that promotes Axin-mediated degradation of β-catenin, abolished the resistance to hypoxic death seen in *Tipe0*^−/−^ enteroids (Fig. 10c). Using a similar approach, we found that non-Wnt-dependent β-catenin accumulation was responsible for development of the Sca-1^+^ spheroids that appeared with growth factor withdrawal. Indeed, administration of Wnt antagonist IWP-2 did not block the formation of the Sca-1^+^ spheroids, while administration of IWR-1-endo virtually abolished all Sca-1+ spheroids that appeared upon growth factor withdrawal (Fig. 10d).

**Fig. 10:**
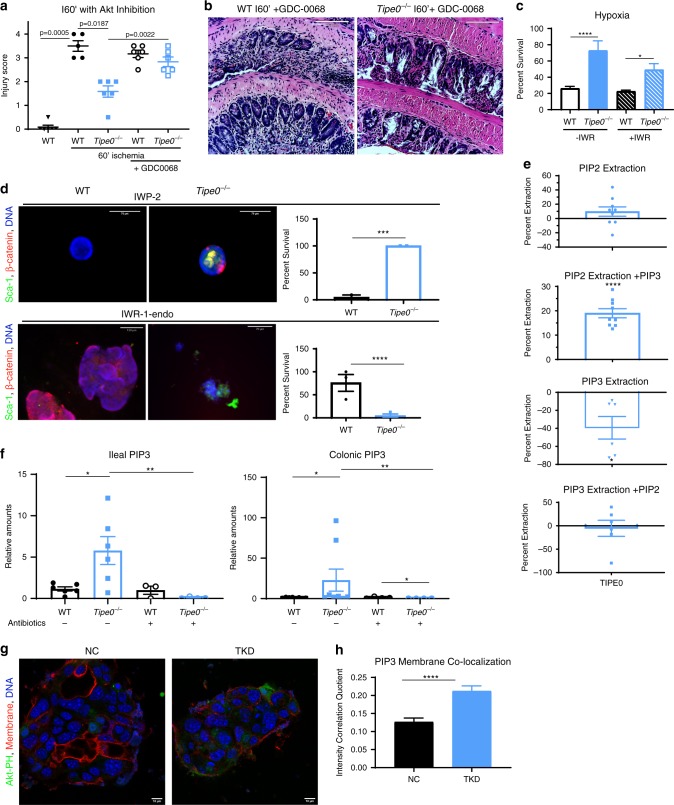
The increased Akt signaling in *Tipe0*^−/−^ mice is responsible for injury resistance and is due to loss of TIPE0-mediated regulation of basal membrane phospholipid levels. Histology scores (**a**) and representative micrographs (**b**) in mice subjected to 60′ of ischemia +/− the Akt inhibitor GDC-0068 (50 mg/kg). *N* = 6 mice/group except for WT I60′ (*N* = 5); bars = 110 µm. Analyzes by Kruskal–Wallis with multiple correction and two-tailed Mann–Whitney *U* test where appropriate. Non-GDC-0068 data reproduced from Fig. 2c. **c** Enteroid overnight hypoxia CTG assay of 7d enteroids ± 10 µM IWR-1-endo. Results pooled from two independent experiments, total *N* = 20/group. *p* < 0.0001 (−IWR), *p* = 0.0487 (+IWR) by one-way ANOVA with multiple comparison correction. **d** 100 µM IWP-2 (a Wnt inhibitor) or 10 µM IWR-1-endo (an Axin2-stabilizing, direct β-catenin inhibitor) was added simultaneously to growth factor withdrawal and spheroid generation were observed. No *Tipe0*^−/−^ enteroids were observed with IWR-1-endo. *N* = 2 independent experiments for IWP-2, *N* = 3 for IWR-1-endo; images representative of 3-5 spheroids per independent experiment; bars = 70 µm, IF as shown. Survival shown as percent; *P* = 0.0001 for IWP-2 and *p* < 0.0001 for IWR-1-endo by Mantel–Cox test. **e** Extraction of BODIPY-TMR-tagged PIP2 (Ptdlns(4,5)P_2_) or PIP3 (Ptdlns(3,4,5)P_3_) in the presence of PIP3 or PIP2 (respectively) by TIPE0 from BODIPY-FL containing vesicles, measured by a decrease in FRET signal. All samples normalized to non-extracting PLCδ-PH protein. Negative extraction indicates binding without extraction (enhanced FRET efficiency vs control). *N* = 9 pooled across three independent experiments (PIP2 studies); *N* = 6 pooled across two independent experiments (PIP3 studies). Analyzes by two-tailed *t*-test. **f** Mass ELISA of whole gut tissues for PIP3, normalized to equivalent WT levels, ±antibiotics. Number of mice per group as follows: WT & *Tipe0*^−/−^ colons = 8, WT & *Tipe0*^−/−^ colons+abx = 4, WT and *Tipe0*^−/−^ ileums = 6, WT ileum+abx = 3, *Tipe0*^−/−^ ileum+abx = 4. Analyses by two-tailed Mann–Whitney *U* test. **g, h** Co-localization analysis of Akt-PH-GFP (sensing Ptdlns(3,4,5)P_3_) with the cell membrane in NC (negative control) and TKD (*Tipe0*-knockdown) CMT-93 cells (**h**). *N* = 26/group, pooled from 3 independent experiments. *p* < 0.0001 by two-tailed *t*-test. Representative images shown in **g**; bars = 10 µm. For all graphs, error bars show mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data are provided as a source data file.

To confirm the mechanism further, we used the CRISPR/Cas9 system to ablate TIPE0 in the murine colorectal carcinoma cell line CMT-93. Using transiently-introduced Cas9, we were able to introduce insertions/deletions (indels) in the targeted TIPE0 region, with 80-90% efficiency (Supplementary Fig. 4d). We pooled our three clones that had the highest reduction in TIPE0 by indel and Western analysis and generated a polyclonal culture, as well a negative control (NC) polyclonal culture. By Western analysis, TIPE0 was reduced to 20% of the baseline, and so we deemed that these to be a TIPE0-knockdown line (TKD), but not a true knockout, likely due to the polypoidal nature of the CMT-93 cells (Supplementary Fig. 4e). With TIPE0-knockdown, we saw similar changes to those we saw previously in *Tipe0*^−/−^ enterocytes, with increased pAktS473 and increased β-catenin levels (Supplementary Fig. 4e). Furthermore, we saw diminished growth in the CMT-93^TKD^ cells, similar to the deficits seen in our *Tipe0*^−/−^ enteroids (Supplementary Fig. 4f), without an accompanying increase in cell death as measured by LDH (Supplementary Fig. 4g).

### TIPE0 extracts PIP2 inhibiting microbiota-induced signaling

We previously reported that TIPE2 was able to extract PIP2 (Ptdlns(4,5)P_2_) in the presence of PIP3 (Ptdlns(3,4,5)P_3_), using a sedimentation-based assay^29^. To determine if TIPE0 could also do this, and in doing so modulate the levels of downstream PIP3 to effect the signaling changes we previously characterized, we used a new FRET-based extraction assay. With this system, we saw that TIPE0 could indeed extract PIP2, but only in the presence of PIP3 (Fig. 10e). In contrast TIPE0 did not extract PIP3 (negative values are indicative of binding without extraction that increases FRET efficiency).

Using mass ELISA, we found significantly increased levels of ileal and colonic PIP3 in the *Tipe0*^−/−^ mice, that was lost with antibiotic administration (Fig. 10f). As a confirmatory experiment, we then used co-localization analysis with a biosensor to look at membrane-associated PIP3 in our TKD CMT-93 cells. We electroporated a PIP3 (Akt-PH-EGFP) biosensor into our NC and TKD CMT-93 cells, and after 24 h of incubation, fixed the cells and measured the co-localization of the biosensor with a membrane-specific stain. With loss of TIPE0, we saw increases in PIP3 on the membrane (Fig. 10g, h) of the CMT-93 cells. Together, these results demonstrate that TIPE0 inhibits steady-state, microbiome-induced Akt activation in the gut through the basal extraction of PIP2, thereby reducing the amount of PIP3 that can be produced by commensal-microbiota-stimulated PI3K, and thus PIP3-dependent signaling through the Akt cascade.

## Discussion

The loss of TIPE0 fundamentally disrupts the ability of the intestine to appropriately engage in paligenosis after intestinal injury. With loss of TIPE0, IECs become insensitive to stimuli, ignoring usually injurious stimuli, but also lacking proper regenerative drive when injury does occur. This demonstrates that in a highly regenerative system such as the gut, regenerative capacity is often linked to earlier cell death, and that if cell death is disrupted, so too is the regenerative response.

We found that normally, TIPE0 inhibits commensal microbiome-induced Akt activation, and TIPE0 ablation leads to high levels of active Akt, which was directly responsible for the observed resistance to ischemic injury. Corresponding downstream increases in pGSK3βS9, increased β-catenin accumulation, and induction of β-catenin dependent genes were all also observed with the elevated pAktS473 levels, demonstrating activation of the entire cascade. This signaling pathway is important for cell survival during intestinal injury^30^, and indeed pharmacologically mediated degradation of β-catenin negated the hypoxia resistance seen in *Tipe0*^−/−^ enteroids, demonstrating that the entire axis is important for the protective effects seen with loss of TIPE0.

While the Wnt/β-catenin gradient is well-known to be central to intestinal differentiation and proliferation^1,6^, the role of Wnt-independent Akt-modulated β-catenin in intestinal differentiation and plasticity is largely unknown. Interestingly, *Tipe0*^−/−^ IECs appeared less fully differentiated by sc-RNA-Seq analysis and IF staining demonstrated disorganized differentiation in enteroid culture, although by GSEA these cells appeared to be hyperactive, with increased production of enterocyte genes, demonstrating high levels of Akt-mediated β-catenin signaling can alter intestinal differentiation. Furthermore, the *Tipe0*^−/−^ enterocytes stayed in a more proliferative, less-differentiated state and had more rapid progression to the villus tip. Most strikingly, loss of TIPE0 disrupted post-injury regenerative plasticity; even though the *Tipe0*^−/−^ gut had atypically high levels of the injury-response program at baseline, this pre-priming was deleterious, as there were less fetal-like cells overall, and no new Sca-1^+^ or Clu^+^ cells appeared after DSS injury to repair the intestinal barrier. *Tipe0*^−/−^ crypts had similar deficits in their ability to form new crypts, despite the crypts that did form being larger. YAP has been shown to be critical for the both enterocyte development^20^, and Sca-1^+^-mediated intestinal regeneration^9^, and nuclear YAP was not properly induced in our budding *Tipe0*^−/−^ crypts nor after DSS colitis. Akt activation has been shown to generally inhibit YAP activation through phosphorylation of S127^25^ and Wnt-mediated β-catenin accumulation have been shown to inhibit YAP activity during intestinal regeneration by causing Lgr5^+^ ISC perdurance^26,31^. With loss of TIPE0 we saw this lack of YAP activation and increased pYAPS127/YAP ratio and increased numbers of Lgr5^+^ ISCs alongside β-catenin accumulation, and so we hypothesize that the dysregulation of Akt induced by loss of TIPE0 prevents the YAP activation needed for proper regeneration both directly and through β-catenin accumulation. Interestingly, Sca-1 itself can also be induced by β-catenin^32^, and so the permanently-set high levels of active β-catenin and low levels of active YAP can also explain the dichotomy of the high Sca-1 levels we see at baseline, along with the lack of induction after injury.

The regulation of commensal microbiome-induced Akt appears fundamental to the ability for TIPE0 to enforce intestinal homeostasis, but relatively little is known about the mechanisms of TIPE0 other than it can bind phospholipids^33^. We found that TIPE0 is able to extract Ptdlns(4,5)P_2_ from the membrane, but only in the presence of Ptdlns(3,4,5)P_3_, indicating that this effect occurs when a cell is undergoing some form of PI3K-activating stimulation, such as by the commensal microbiome^27^. In doing so, TIPE0 restricts the total available PIP2 on the membrane, and thus limits the amount of PIP3 that can be induced, and indeed we saw significantly increased levels of PIP3 in Tipe0^−/−^ ileums and colons that was lost with microbiota ablation. This is a previously undescribed mechanism regulating PI3K-dependent signaling, such as the Akt pathway. In the immune system, the closely related TIPE2 protein is responsible for enforcing a signaling concept known as local excitation, global inhibition (LEGI) that is critical for proper immune cell function^10,29,34^. Given that the *Tipe0*^−/−^ gut is stuck in an inappropriate, hyperactive state with partial engagement of the fetal-like program, coupled with an inability to activate and regenerate after injury, it appears that LEGI is a signaling concept that is more universal than previously appreciated and its enforcement by TIPE0 appears to be vital for intestinal cell function. How the TIPE family in general induces LEGI, and specifically how TIPE0 does it, has unfortunately largely remained a mystery that we have partially solved here. This regulation of basal signaling phospholipid levels provides the mechanism for the global inhibitory effect of TIPE0. It remains to be determined how local excitation is enhanced by TIPE0, but it may be that in the absence of global inhibition, cells are simply less responsive to additional stimuli and thus TIPE0 works to enforce local excitation by enabling signaling flux.

This work demonstrates that TIPE0 is a regulator of the intestinal injury response and post-injury regeneration by serving as a regulator of the Akt/β-catenin signaling axis. TIPE0 serves as a central checkpoint in this signaling pathway, which we demonstrate is important for the regulation of plasticity that drives differentiation and de-differentiation. Without TIPE0, Akt signaling is inappropriately high, and IECs do not always fully differentiate, instead shedding into the lumen while still partially differentiated; additionally, they are unable to de-differentiate after injury to induce regeneration. This broad disruption in plasticity, and its resulting effects, have implications regarding intestinal wound healing as it relates to post-radiation/chemotherapy-induced injury, Inflammatory Bowel Disease, and colon cancer^7^.

## Methods

### Animals

Wild type (WT) C57BL/6 (B6) and CD45.1^+^ B6 mice were purchased from The Jackson Laboratory (Bar Harbor, ME) or bred in house. All mice used in this study were housed under pathogen-free conditions in the University of Pennsylvania Animal Care Facilities. All animal protocols used were pre-approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania. *Tipe0*^−/−^ and *Tipe2*^−/−^ mice were previously generated, as described elsewhere^15,17^.

### Bone marrow chimeras

Bone marrow chimeras were generated as reported previously^14,15^. As a review, bone marrow cells were flushed from the femurs and tibias of donor mice (CD45.1). The red blood cells were lysed with ACK solution (8.29 g NH_4_Cl, 1 g KHCO_3_, 37.2 mg Na_2_EDTA in 1 L of water). Cells were washed twice and re-suspended in cold PBS. Recipient mice (CD45.2) were sub-lethally irradiated with 500 rads twice separated by 4 h. The irradiated mice received a total of 10 × 10^6^ donor bone marrow cells by tail vein injection 2 h after irradiation. 6–7 weeks after generation, peripheral blood leukocytes were collected and stained with CD45.1 and CD45.2 antibodies and measured by flow cytometry to determine the reconstitution rate. In the chimeric mice so generated, more than 90% of the hematopoietic cells were derived from donor bone marrow^15^. Mice were used 10-week post bone marrow transplant.

### Intestinal ischemia/reperfusion injury

Distal ileal ischemia, with or without subsequent reperfusion, was induced as reported previously^30,35^. As a summary, mice were anesthetized under 1% isoflurane, supplemented by 10 mg/kg ketamine injected s.c. A midline laparotomy was made, and peripheral branches of superior mesenteric artery were occluded with aneurysm clips (Kent Scientific, Torrington, CT), to generate a 2- to 3-cm region of ischemic ileum adjacent to the cecum. Collateral blood flow through the intestine was blocked using aneurysm clips across the intestine and collateral vessels, demarking the region of ischemic intestine. Hematoxylin was administered to the edges of ischemic tissue to mark them, and then the incision was closed with surgical staples. Ischemia was maintained for 60 min, and then the incision was re-opened, the clamps were removed, and the incision was reclosed to induce reperfusion. The mice were maintained in a heated room for a variable amount of time (0, 1.5, or 4 h) with anesthesia for the reperfusion phase of injury. Equal numbers of male and female mice were used and pooled for all results.

Damage severity was evaluated using H&E-stained sections by blinded investigators. The scoring system is based on an IEC apoptosis/necrosis system, where a score of 1 signified a loss of only the villus tips; 2, loss of 50% of the villus; 3, a loss of the entire villus, but with maintenance of the crypt; and 4, complete loss of the epithelial layer^30^. Fractional (to the nearest 0.5) scores were given, and the score was based on the average damage of the entire tissue section. Tissue samples were snap frozen in dry ice for subsequent RNA and protein analysis.

For the Akt-inhibition studies, mice were given 50 mg/kg GDC-0068 dissolved in standard MCT (methylcellulose Tween) vehicle (Sigma Millipore, Burlington, MA) by oral gavage 2 h prior to the initiation of surgery.

### Radiation-induced injury

8–12 week-old mice were subjected to 12 Gy whole body radiation and then sacrificed 2 days later. Damage severity was measured using a 0–4 scoring system, adapted from the I/R scoring system, but where crypt/villus damage was inverted (1 equals partial loss of crypts; 2 equals loss of crypts; 3 equals partial loss of villus; and 4 equals loss of the entire epithelial layer), in adaption of the known histopathology of this injury model^36,37^. Tissue samples were snap frozen in dry ice for subsequent RNA and protein analysis. Equal numbers of male and female mice were used and pooled for all results.

### DSS-induced injury

To induce experimental colitis, mice were administered to Affymetrix brand 2.0% dextran sodium sulfate (DSS) (Thermo Fisher Scientific, Waltham, MA) drinking water for 7 days, followed by immediate sacrifice. Weight, presence of bloody stool, and diarrhea were monitored to track the progression of colitis. Damage severity was evaluated using H&E-stained sections by blinded investigators using a scoring system from 0–40 that accounts for epithelial damage and immune infiltration^38^. Distal colonic colon samples were snap frozen in dry ice for subsequent RNA and protein analysis. Only female mice were used for these studies.

### Microbial depletion

Mice were given a cocktail of 1 g/L metronidazole (Santa Cruz Biotechnology, Santa Cruz, CA), 1 g/L neomycin (Henry Schein Animal Health, Dublin, OH), and 0.5 g/L vancomycin (Sigma Millipore) ad libitum for 2 weeks in their drinking water prior to sacrifice and tissue collection. Equal numbers of male and female mice were used and pooled for all results.

### Ileal enteroid cultures

Several centimeters small intestine was dissected out of the mouse, briefly vortexed in cold Dulbecco′s Modified Eagle Medium (DMEM), transferred to 10 mL Reagent 1 (10 mL CMF-HBSS and 20 µl 0.5 M NAC) on ice, and was vortexed every 15 s for two min. Tissue was then transferred to 10 mL ice cold Reagent 2 (10 mL CMF-HBSS + 1 mM NAC and 200ul 0.5 M EDTA). Tube was then placed onto gentle rotor for 45 min at 4 °C, while 50 ml conical vial was coated with 1% bovine serum albumin (BSA) on rollers at 4 °C. Conicals of tissue were placed on ice and vortexed for 30 s, 3 times. Solution was poured over 70 µm BD filter, placed into a BSA-coated 50 ml conical. Eluate was centrifuged at 300 × *g* for 3 min and resuspended in Basal media (advanced DMEM/F12, 1X Glutamax, 1X HEPES, 1X Penn/strep) on ice. Crypt concentration was then measured and tissue culture plate was warmed and moistened with 1X PBS in incubator (37 °C). Crypts were pelleted in mini-fuge for 30 s and equal concentrations of crypts were resuspended in 80% matrigel/20% Intesticult media (Stem Cell, Cambridge, MA). PBS was removed from the warmed plate and crypt/matrigel suspension was pipetted into the middle of the well. Matrigel was then allowed to polymerize for 10 min at 37 °C and Intesticult media plus antibiotic–antimycotic (Gibco, Gaithersburg, MD) was added to wells (400 µl/well for 4-well chamber-slides, 100 µl/well for 96-well plates) and changed every 2–3 days. Enteroids were always collected from gender-matched pairs (a combination of male and female mice were used for various independent replicates, and were randomly selected). Mice were also age matched, and were 6–12 weeks of age.

### Sample collection for frozen section slides

The colon and/or small intestine was dissected and flushed with ice-cold PBS, longitudinally splayed, swiss rolled, snap frozen in a isopentane and dry ice mixture, embedded in OCT compound, and then sectioned with a cryostat. Tissue was then mounted on gelatin-coated histological slides and stored at −70 °C.

### Sample collection for paraffin-embedded slides

Mice were anesthetized using isoflurane, and then sacrificed by cervical dislocation. The intestine was dissected and flushed with ice-cold PBS, longitudinally splayed, Swiss-rolled, fixed in 10% formalin for 24 h, stored in 70% EtOH, and then embedded in paraffin.

### RNA isolation and real-time PCR

RNA was isolated using TRIzol (Thermo Fisher), followed by a Qiagen RNeasy kit, per manufacturer protocol (Qiagen, Valencia, CA) and reverse transcribed to cDNA with a high capacity reverse transcription kit (Applied Biosystems, Foster City, CA) Real-time PCR was performed using an ABI 7500 Fast Real-Time PCR System (Applied Biosystems) or a Quantiflex 12X Real-Time PCR system (Thermo Fisher). Relative fold changes were determined using the ΔΔC_T_ calculation method. Values were normalized to the internal control, 18 s ribosomal RNA, that was amplified using QuantiTect Primers (Qiagen). Primers all of which were manufactured by Integrated DNA Technologies (Coralville, Iowa) are as follows: *Il6* (5′-CGGAGGCTTAATTACACATGTT-3′ and 5′-CTGGCTTTGTCTTTCTTGTTATC-3′), *Il1b* (5′-GCCCATCCTCTGTGACTCAT-3′ and 5′-AGGCCACAGGTATTTTGTCG-3′), *TNF* (5′-ATGAGCACAGAAAGCATGATC-3′ and 5′- TACAGGCTTGTCACTCGAATT-3′), *Il10* (5′-ATTTGAATTCCCTGGGTGAGAAG-3′ and 5′-CACAGGGGAGAAATCGATGACA-3′), *Ly6a (Sca-1)* (5′-GAAAGAGCTCAGGGACTGGAGTGTT-3′ and 5′-TTAGGAGGGCAGATGGGTAAGCAA-3′), *Hopx* (5′-CGGAGGACCAGGTGGAGAT-3′ and 5′-CCGGGTGCTTGTTGACCTT-3′), *Gja1 (Cnx43)* (5′-TGGGGGAAAGGCGTGAGGGA-3′ and 5′-ACCCATGTCTGGGCACCTCTCTT-3′), *Sox9* (5′-CAAGACTCTGGGCAAGCTC-3′ and 5′-GGGCTGGTACTTGTAATCGG-3′), *Bmi1* (5′-CTGGAGAAGAAATGGCCCACTA-3′ and 5′-CTCATCTTCATTCTTTTGCAAGTTG-3′), *Spp1* (5′-TCGGAGGAAACCAGCCAAGGACT-3′ and 5′-AAGCTTCTTCTCCTCTGAGCTGCCA-3′), *Lrig1* (5′-GAACACCTGAACCTTGGAG-3′ and 5′-CTGCAGCATCCTACCCATTAG-3′), *Tacstd2 (Trop2)* (5′-GAACGCGTCGCAGAAGGGC-3′ and 5′-CGGCGGCCCATGAACAGTGA-3′). Axin2 was measured using QuantiTec Primers (Qiagen).

### Frozen section immunofluorescence

Frozen sections were washed in Formaldehyde Fixative Solution (85 mM Na_2_HPO_4_, 75 mM KH_2_P0_4_, 4% paraformaldehyde, and 14% (v/v) saturated picric acid, pH 6.9) for 20 min at −20 °C, upon removal from the freezer. Following fixation, slides were washed 3 × 5 min in TBS, blocked in a solution of 150 ul normal goat serum/10 mL TBS for 1 h, and then administered primary antibody diluted in blocking solution with overnight incubation at 4°C. Primary antibodies and dilutions were as follows: Normal Rabbit IgG, used as IgG control at same concentration as Primary antibody (Cell Signaling, Danvers, MA); Sca-1 rat anti-mouse E13-161.7 at 1:50 (122502, Biolegend, San Diego, CA); anti-E-cadherin mouse mAb at 1:50 (14472, Cell Signaling); anti β-catenin rabbit mAB at 1:100 (8480, Cell Signaling).

Slides were washed with TBS. Secondary antibody was added to slides for 1 h, protected from light. Slides were washed and mounted with VECTASHIELD Hardset Antifade Mounting Medium with DAPI (Vector Laboratories, Burlingame, CA). Secondary antibodies and dilutions were as follows: Anti-mouse IgG (H + L), F(ab′)2 Fragment (Alexa Fluor®555 Conjugate) at 1:500 (#4409, Cell Signaling Technology); Anti-rabbit IgG (H + L), F(ab′)2 Fragment (Alexa Fluor®488 Conjugate) at 1:500 (#4412, Cell Signaling Technology); Anti-rab IgG (H + L), F(ab′)2 Fragment Alexa Fluor®488 Conjugate) at 1:500 (#4416, Cell Signaling Technology).

### Paraffin-embedded IHC and IF

Paraffin-embedded tissue sections were prepared according to the manufacturer's protocol for the corresponding primary antibody, and primary antibody concentrations were per the manufacturer's datasheet. An appropriate Vectakit Elite ABC (anti-rabbit or anti-mouse, Vector Labs) was then used per manufacturer's protocol. DAB reagent was from Dako (Agilent, Santa Clara, CA). Slides were then counterstained with Hematoxylin (Gill No. 3 strength, Thermo Fisher) For IF, primary and secondary antibodies, dilutions, and incubation times were the same as for frozen sections, with additional antibodies listed below. Slides were washed and mounted with VECTASHIELD Hardset Antifade Mounting Medium with DAPI (Vector Laboratories).

Primary IHC antibodies were: anti-β-catenin rabbit mAB (8480, Cell Signaling), anti-pGSK3βS9 rabbit mAb (9323, Cell Signaling); anti-pAKTS473 rabbit mAB (4060, Cell Signaling); anti-activated-Caspase-3 (AF835, R&D Biosystems, Minneapolis, MN); anti-Ki67 (ab16667, Abcam, Cambridge, England); anti-pERK1/2 (4370, Cell Signaling).

Additional primary IF antibodies and dilutions were: anti-CD11b at 1:200 (NB110-89474, Novus Biologicals, Centennial, CO); anti-human lysozyme EC 3.2.1.17 at 1:200 (Agilent); anti-YAP rabbit mAb at 1:100 (14074, Cell Signaling).

Alkaline Phosphatase staining was performed with a BCIP/NBT substrate kit (Vector Laboratories) per manufacturer’s protocol.

During quantification, naïve tissue and healthy adjacent tissue were both quantified, and if no differences were found between these two groups within a genotype, these groups were pooled for the pGSK3βS9 and β-catenin staining.

### Enteroid/enteroid IF

Enteroid staining was done following a previously published protocol^39^. Primary and secondary antibodies were used at the same dilutions as listed above. Additional primary antibodies and stains are: anti-human Keratin-20 at 1:400 (13063, Cell Signaling); phalloidin-555 at 1:100 (8953, Cell Signaling), anti YAP at 1:100 (14074, Cell Signaling). Alkaline phosphatase staining was performed using the BCIP/NBT substrate kit (Vector Laboratories) following a published protocol^39^.

### TUNEL assay

Fluorometric TUNEL assay was performed using a DeadEnd Kit (Promega, Madison, WI), in accordance with the manufacturer's protocols.

### Brdu/Edu pulse chase experiment

Mice were injected i.p with 50 mg/kg BrdU followed by 5 mg/kg Edu 22 h later. Mice were then sacrificed 2 days after the initial injection. Biotin anti-Brdu MoBU-1 at 1:25 (317904, Biolegend) and Alexa Fluor®488 streptavidin at 1:200 (016-540-984, West Grove, PA) was used to detect Brdu while Alexa a Fluro®555 Click-iT Edu (Thermo Fisher) kit was used to visualize the Edu; the combined staining protocol was done per the manufacturer's protocols.

### Growth factor withdrawal assays

Day 7 WT and TIPE0^−/−^ enteroids were deprived of all growth factors for several days by exchanging Intesticult media for basal DMEM/F12 media (as described above) and monitored by microscopy. Relevant signaling was analyzed with co-culture with either 100 µM IWP-2 (sc-252928A, Santa Cruz Biotechnology, Dallas, TX) or 10 µM IWR-1-endo (sc-295215A, Santa Cruz Biotechnology, Dallas, TX) that was added at the time of growth factor withdrawal.

### Enteroid viability and growth assays

Two identical 96-well plates were seeded with WT and TIPE0^−/−^ enteroids. On Day 7 one plate was placed in a hypoxic chamber for 24 h (1% O2, 5% CO_2_, 94% N_2_), with or without addition of 10 µM IWR-1-endo to some well. The other plate was kept in standard culture conditions, also with or without addition of IWR-1-endo. For TNF-mediated death, 100 ng/mL TNF was added to media for 2 days, in parallel to a control plate given just vehicle. A CellTiter-Glo® (CTG) Luminescent Cell Viability Assay (Promega, Madison, WI) was then performed in accordance with the manufacturer's protocols. Luminescence was measured on the Tecan Infinite M200 PRO (Tecan, Morrisville, NC). Injury conditions were normalized to the non-injured control plate.

### Western blot

Briefly, 40 µg of total cell lysates were run on 4-12% gradient SDS-PAGE gels. Blocked nitrocellulose membranes were probed overnight with primary antibody in LiCOR TBS Blocking Buffer/0.1%-Tween solution, rocking at 4 °C. Primary antibodies used were the same as above, at manufacturer recommended dilutions, with addition of anti-mouse β-actin (3700, Cell Signaling) and anti-pYAPS126 (13008, Cell Signaling). After incubation, membranes were washed with 0.2% TBS-Tween solution and incubated with the appropriate HRP-conjugated secondary antibody at 1:3000 dilution (GE Healthcare, Marlborough, MA). After final washes with 0.2% TBS-Tween and 1X TBS, membranes were analyzed with Pico or Femto ECL reagent (Thermo Fisher) using a LiCor Odyssey imaging system (Li-cor, Lincoln, NE). For the β-catenin Western blot in Fig. 8C, Jackson ImmunoResearch (West Grove) 800 nm anti-Rabbit was used as a secondary and imaged directly with the LiCor system. All cropped blot images in the final figures are outlined in black and all compared bands were processed in Adobe Photoshop equally and at the same time using the Auto Tone function for image clarity. Raw images were used for densitometry analysis. Uncropped blots are provided in the source data file.

### RNAScope

smFISH (RNAScope) was performed according to the manufacturer's recommendations, using their pre-made probes.

### Bulk RNASeq

Enteroids were isolated as described above. RNA-Seq was performed by BGI (Shenzhen, China). Total RNAs were extracted from samples, then mRNA and non-coding RNAs were enriched by removing rRNA from the total RNA with kit. By using the fragmentation buffer, the mRNAs were fragmented into short fragments (about 200–500 nucleotides (nt)), then the first-strand cDNA was synthesized by random hexamer-primer using the fragments as templates, and dTTP was substituted by dUTP during the synthesis of the second strand. Short fragments were purified and resolved with elution buffer for end reparation and single nucleotide A (adenine) addition. After that, the short fragments were connected with adapters, then the second strand was degraded finally using UNG (Uracil-N-Glycosylase) [2]. After agarose gel electrophoresis, the suitable fragments were selected for the PCR amplification as templates. During the quality control steps, Agilent 2100 Bioanaylzer (https://www.genomics.agilent.com/en/Bioanalyzer-System/2100-Bioanalyzer-Instruments/?cid=AG-PT-106) and ABI StepOnePlus Real-Time PCR System (https://www.thermofisher.com/order/catalog/product/4376600) were used in quantification and qualification of the sample library. At last, the library was sequenced using Illumina HiSeq4000 using PE100 strategy. Primary sequencing data that produced by Illumina Hiseq4000 called as raw reads, were filtered into clean reads by remove adaptor contained and low-quality reads by BGI (Shenzhen, China) in-house software. Reference annotation-based assembly method was used to reconstruct the transcripts by Tophat (v2.0.10) + Cufflinks (v2.1.1), while background noise was reduced by using fragments per kilobase million (FPKM) and coverage threshold.

Data analysis was carried out using the statistical computing environment, R, the Bioconductor suite of packages for R, and RStudio (https://www.rstudio.com/)^40^. Raw data were background subtracted, variance stabilized, and normalized by robust spline normalization. Differentially expressed genes were identified by linear modeling and Bayesian statistics using the Limma package. Probes sets that were differentially regulated after controlling for multiple testing using the Benjamini-Hochberg method were used for hierarchical clustering and heatmap generation in R. Clusters of co-regulated genes were identified by Pearson correlation using the hclust function of the stats package in R. Pathway analysis was performed using GSEA (http://software.broadinstitute.org/gsea/index.jsp). Briefly, GSEA is a computational method that determines whether a priori defined set of genes shows statistically significant, concordant differences between two biological states. GSEA does not focus on only significantly/highly changed genes but examines all the genes that belongs to a certain biological process instead.

### Single-cell RNASeq

Enterocytes were isolated as above and then subjected to enzymatic digestion with 10 U/mL DNAse I and 1 U/mL Dispase for 15 min at 37 °C.

Single-Cell RNASeq was done using the Chromium System (10x Genomics, Pleasonton, CA) and the Chromium Single Cell 3′ Reagent Kits v2 (10x Genomics), in accordance with the manufacturer’s protocol. Following sequencing, initial data processing of samples was performed using Cellranger (v.2.1.0, 10x Genomics). Cellranger mkfastq was used to generate demultiplexed FASTQ files from the raw sequencing data. Next, cellranger count was used to align sequencing reads to the mouse reference (mm10), and generate single cell gene barcode matrices. Cellranger aggr was used to aggregate the matrices and normalize by mapped read depth to account for sequencing depth. Post processing and secondary analysis of the aggregated dataset was performed using the Seurat package (v.3.0) within R (v.3.5.1). Variable features across single cells were identified by mean expression and dispersion. Identified variable features were used to perform a PCA. The first 14 PCs were used to cluster cells with default parameters and the reduced dimensions were visualized in a tSNE plot. Specific cell types were identified using top differentially expressed cell markers from Haber, et al.^41^. For comparisons of differentially expressed genes, each cluster were identified by Seurat function “find_all_markers” using a wilcoxon rank sum test. A Bonferroni correction was used to account for multiple testing based on the total number of genes in the dataset.

To determine enriched pathways and trends in the scRNAseq datasets we used gene set enrichment analysis (GSEA) and IPA. Average log fold change between samples (TKO vs. WT) was used in the gene pathway enrichment analyses. Specific gene sets used in the GSEA analysis included FEVR_CTNNB1_TARGETS_DN (M2343), FEVR_CTNNB1_TARGETS_UP (M2342), and ST_WNT_BETA_CATENIN_PATHWAY (M17761). Average log fold differences between samples were overlayed on the PI3k/Akt signaling pathway in IPA. This data was used to identify gene expression trends between samples affecting the PI3k/Akt signaling pathway.

### Flow cytometry

Enterocytes were isolated as above and then fixed in fresh, ice-cold 1% PFA/PBS for 10 min. Cells were then washed twice with 2% FBS in PBS, then digested in a 10 ml PBS solution containing 2% FBS and 0.25 mg/ml collagenase IV for 30 min at 37 under shaking (200 rpm). Digested cells washed twice with 2% FBS and 2 mM EDTA in PBS, passed through 70 µM filter to collect single cells. Cells were stained 1:100 dilutions at RT for 20 min before washing. Isotype controls were used at 1:100 dilutions to determine the background caused by nonspecific staining. Cells were analyzed on a LSRII (BD Biosciences, San Jose, CA) according to the gating strategy (Supplementary Fig. 4b–e). Data were analyzed with FlowJo v10.0.7 (BD). All the experiments were independently repeated two times in triplicate. The following antibodies were used: Anti-mouse Cd326 Ep-CAM APC/FIRE (118229, Biolegend) and Brilliant Violet 421™ anti-mouse Ly-6A/E (d7) (108127, Biolegend).

### Microscopy and image processing

Brightfield microscopy was performed on an Echo Revolve (Echo, San Diego, CA). Confocal images were gathered with a Leica TC8 SP8 Multiphoton Confocal (Leica Microsystems, Buffalo Grove, IL) or a Zeiss 810 (Carl Zeiss, Oberkochen, Germany). Images were processed with FIJI (version 1.51w, National Institutes of Health, Bethesda, MD). All images in a given panel were captured with identical settings for white light intensity, exposure/gain and light/laser intensity and were processed identically. Co-localization analysis was performed in FIJI using the Coloc2 Module and the spatial analysis first described by Li et al.^42^. For immunohistochemistry staining, white balancing was applied equally to all images in a panel using Adobe Photoshop.

### FRET extraction assay

Recombinant TIPE2, TNFAIP8, and PLCδ-PH were expressed from *Escherichia coli* BL21(DE3) cells (Agilent, Santa Clara, CA) and purified using Ni-NTA Agarose (Qiagen, Germantown, MD). 6His-SUMO tagged proteins were eluted with 250 mM Imidazole from beads, followed by cleavage with SUMO Protease 1. The SUMO fusion proteins and SUMO Protease after cleavage were removed by affinity chromatography on a second Ni-chelating resin. Final eluates with untagged native proteins were concentrated using Amicon Ultra centrifugal filters (Sigma Millipore), and dialyzed in HBS (25 mM HEPES, 150 mM NaCl, pH 7.4) buffer using Slide-A-Lyzer cassettes (Thermo Fisher). The purified proteins were at least 95% pure as judged from overloaded Coomassie Blue G-250 stained SDS gels. Protein concentrations were determined based on absorbance at 280 nm using calculated extinction coefficients. Vesicles containing DOPC as a backbone, with 10% PC-BODIPY FL (Thermo fisher), and either 10% PIP2 ((Ptdlns(4,5)P_2_) or PIP3-BODIPY-TMR (Echelon Biosciences, Salt Lake City, UT) with or without the addition of 10% PIP3 or PIP2 (respectively, from cellsignals.net) were made in the same protein dialysis buffer used for the protein purification, using the freeze/that/sonication method to create 50–100 nm vesicles. Vesicles and proteins were mixed to a final concentration of 1 mM vesicle and 20 µM protein and incubated and room temperature. Samples were then diluted 1:10,000 in buffer to quench the reaction and decrease total fluorescence signal.

FRET signals were measured in a 4 mL quartz cuvette filled to 3 ml with stirring on a Fluorolog 2 spectrofluorometer (Horiba, Piscataway, NJ) thermostatted to 25 °C, an excitation wavelength of 430 nm, emission wavelengths of 510 and 570 nm, and 5 nm slits. Wavelengths were selected by performing control vesicle experiments with each fluorophore individually and in combination, in the absence of proteins. Percent extraction was calculated by linear extrapolation between the signal obtained with PLCδ-PH binding (set to 0%), and the signal observed, adjusted by a factor of two to account for the fact that the minimum sign (set to 50% because proteins cannot access the inner leaflet of the vesicle).

### PIP3 mass ELISA

PIP3 Mass ELISA (Echelon) was performed according to the manufacturer's protocol. Values were normalized to total protein levels measured in a small portion of the total lysate obtained prior to lipid purification.

### CMT-93 CRISPR-mediated TIPE0 knockdown

2 × 10^6^ CMT-93 cells were transiently transfected with 2.5 µM Alt-R crRNA:tracrRNA^(*ATTO 550*)^ complex and 200 nM Alt-R HiFi Cas9 Nuclease enzyme (IDT, Coralville, IA) using the Amaxa (Lonza, Basel, Switzerland) nucleofector II system and Kit R per the manufacturer's protocols. 24 h after transfection cells were sorted and positive cells (via GFP) were single-cell suspended in 96-well plates to form colonies. Following 4 weeks in culture, single cell colonies were trypsinized and divided into half. Half of the cells were sub-cultured in 48-well plates for further growth and the other half was subjected to DNA isolation. Genomic DNA was extracted using QuickExtract DNA Extraction Solution (Epicentre Biotechnologies, Madison, WI). Common PCR was conducted to amplify the target region using primers flanking the targets region (forward: 5′TGTGAGCCTGGCAACATAGG-3′, reverse: 5′-AAGGGATTGTACAAGGCAGC-3′). The amplified regions were then subjected to Sanger sequencing. Percent of insertions and deletions (indels) in the DNA of the targeted region was further calculated using the TIDE webtool (https://tide.deskgen.com) relative to control cells. The crRNA used to target TIPE0 was pre-designed by IDT, labeled TNFAIP8.1.AA, targeting: 5′TGACGACCGTCATGGCAAGC-3′. The positive crRNA was IDT Alt-R CRISPR-Cas9 positive control Mouse HPRT, and the negative control crRNA was IDT Alt-R CRISPR-Cas9 negative control #1. TIPE0 expression was further evaluated by Western blot. The three clones with the lowest expression by Western and the highest indel rates were pooled to make the final polyclonal cell populations used for further studies. Three negative control samples with WT-levels of TIPE0 expression were similarly pooled.

### CMT-93 growth and death assays

For the growth assays, parallel 96-well plates (NC and TKD) were seeded with equal numbers of cells for 1–5 days and a CTG assay was performed to determine growth over time, as described above. All samples were normalized to 1 day of growth. Death was measured by LDH (lactate dehydrogenase) levels in the collected culture media of the same cells analyzed in the CTG assay. LDH levels were measured using the CyQUANT LDH Cytotoxicity Assay (ThermoFisher Scientific) with a Tecan Infinite M200 PRO, per the manufacturer's protocol.

### Phospholipid membrane co-localization staining

The PtdIns(3,4,5)P_3_ in fixed cells was visualized using EGFP-tagged AKT-PH domain, which specifically binds to this phosphoinositide. Ptdlns(4,5)P_2_ was visualized using EGFP-tagged PLCδ-PH domain. Briefly, resting NC and TKD CMT-93 cells were transfected with GFP-C1-AKT-PH vector or GFP-C1-PLCdelta-PH vector (Addgene, Watertown, MA) using the mouse Nucleofector Kit R and an Amaxa Nucleofector II (program Y-001, Lonza). Cells were cultured for 24 h after the transfection and then fixed in 1% PFA for 10 min. Cells were washed in HBSS and then stained with Wheat Germ Agglutinin CF640R (Biotium, Fremont, CA). After several more washes cells were mounted in media containing DAPI and imaged on a Zeiss 810, before being subjected to colocalization analysis, as described above.

### Quantification and statistical analysis

All two-group in vivo comparisons were performed by the Mann-Whitney U test. Two-group in vitro comparisons were by two-tailed student *t*-test. In vivo multiple group comparisons were by Kruskal–Wallis one-way ANOVA, with Dunn’s multiple comparison post-test. Mann–Whitney *U* test was used to confirm ANOVA findings. Survival curves were by Mantel–Cox ranked test. Analyses were performed in Prism versions 7 & 8 (Graphpad, San Diego, CA). Statistical analyses for the RNA-Seq and scRNA-Seq are described above. All graphs are presented as mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Peer Review File

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The sc-RNA-Seq datasets generated and/or analyzed during the current study have been deposited in GEO, under accession codes: GSE143916 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143916], GSM4276625 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM4276625], GSM4276626 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM4276626]. The bulk RNA-Seq datasets generated and/or analyzed during this study have been deposited in the ArrayExpress database, under accession code E-MTAB-8796 [https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-8796/]. DEGs from these data have been included as Supplementary Data 1 and 2. The source data underlying all figures has been provided as a Source Data File.

## Source data

Source Data

# Supplementary material for: TNFAIP8 controls murine intestinal stem cell homeostasis and regeneration by regulating microbiome-induced Akt signaling
**Source:** Nat Commun. 2020 May 22;11:2591. doi: 10.1038/s41467-020-16379-2
**Supplement:** Supplementary file 1 — Supplementary Information

*TNFAIP8 controls murine intestinal stem cell homeostasis and regeneration by regulating microbiome-induced Akt signaling, Goldsmith et al.*

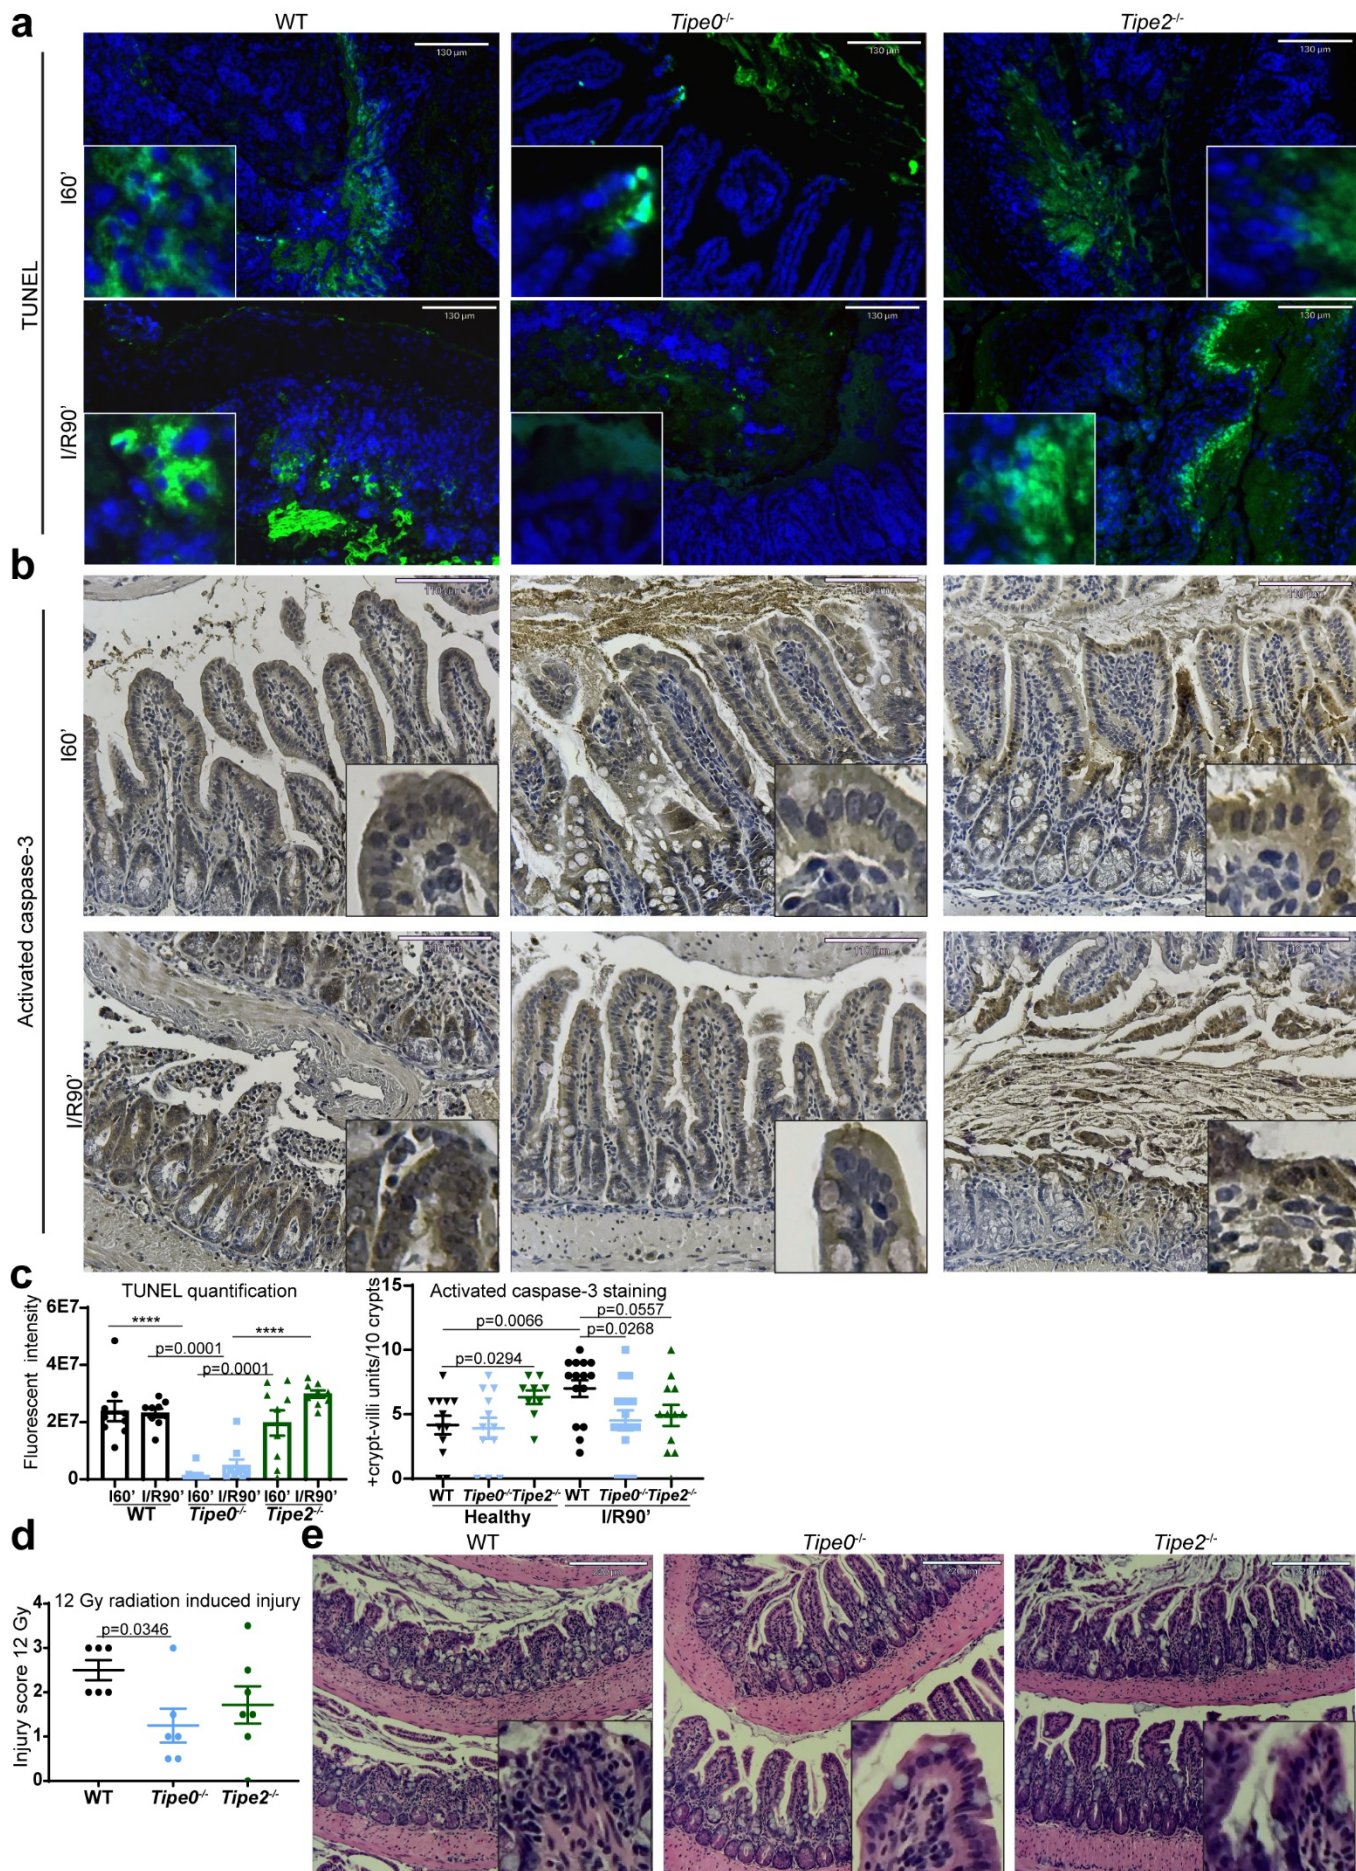

**Supplementary Figure 1: Loss of TIPE0, but not TIPE2, results in decreased apoptosis during the ischemic injury and protection from radiation-induced injury.** A) TUNEL assay of tissue subjected to 60 min of ischemia (I60') or 60 min of ischemia followed by 90 min of reperfusion (I/R90'). Images representative of 3/3 mice/group. Green=TUNEL signal, blue=DAPI counterstain; bars=130  $\mu$ M; inserts 4X magnified. Controls in Supplementary Figure 2a. B) Activated caspase-3 staining in healthy and I/R90' samples. Images representative of 3 images from 3-5 mice/group, as elaborated in (C). Bars=110  $\mu$ m; inserts 4X magnified. C) Quantification of IF/IHC from (A&B). 3 images per slide were selected at random and quantified; TUNEL (A) was quantified by total green fluorescent intensity; N=9 image/group (3 images each from 3 mice/group); analysis by one-way ANOVA with Tukey' multiple comparison test. Activated caspase-3 staining (B) was quantified by counting crypt-villi units with 50% or more positive staining cells per 10 units; N as follows: for WT, *Tipe0*<sup>-/-</sup>, and *Tipe2*<sup>-/-</sup> I/R90', 3 images each from 4 mice/group for N=12; for WT I/R90' and *Tipe0*<sup>-/-</sup> I/R90', 3 images each from 5 mice/group for N=15; for *Tipe2*<sup>-/-</sup> I/R90', 3 images each from 3 mice for N=9. Multiple group comparisons were by Kruskal-Wallis one-way ANOVA. Two-tailed Mann-Whitney U test was used to confirm ANOVA findings. D-E) Data from 2 days post-12 gy radiation. D) Histological score and E) representative mean images of N=6 mice/group (7 for *Tipe2*<sup>-/-</sup>) are shown; bars=220  $\mu$ m, inserts 4X magnified. Analysis by two-tailed Mann-Whitney U test. For all graphs, \*\*\*\*, p<0.0001, or as indicated; error bars show mean $\pm$ SEM. Source data are provided as a source data file.

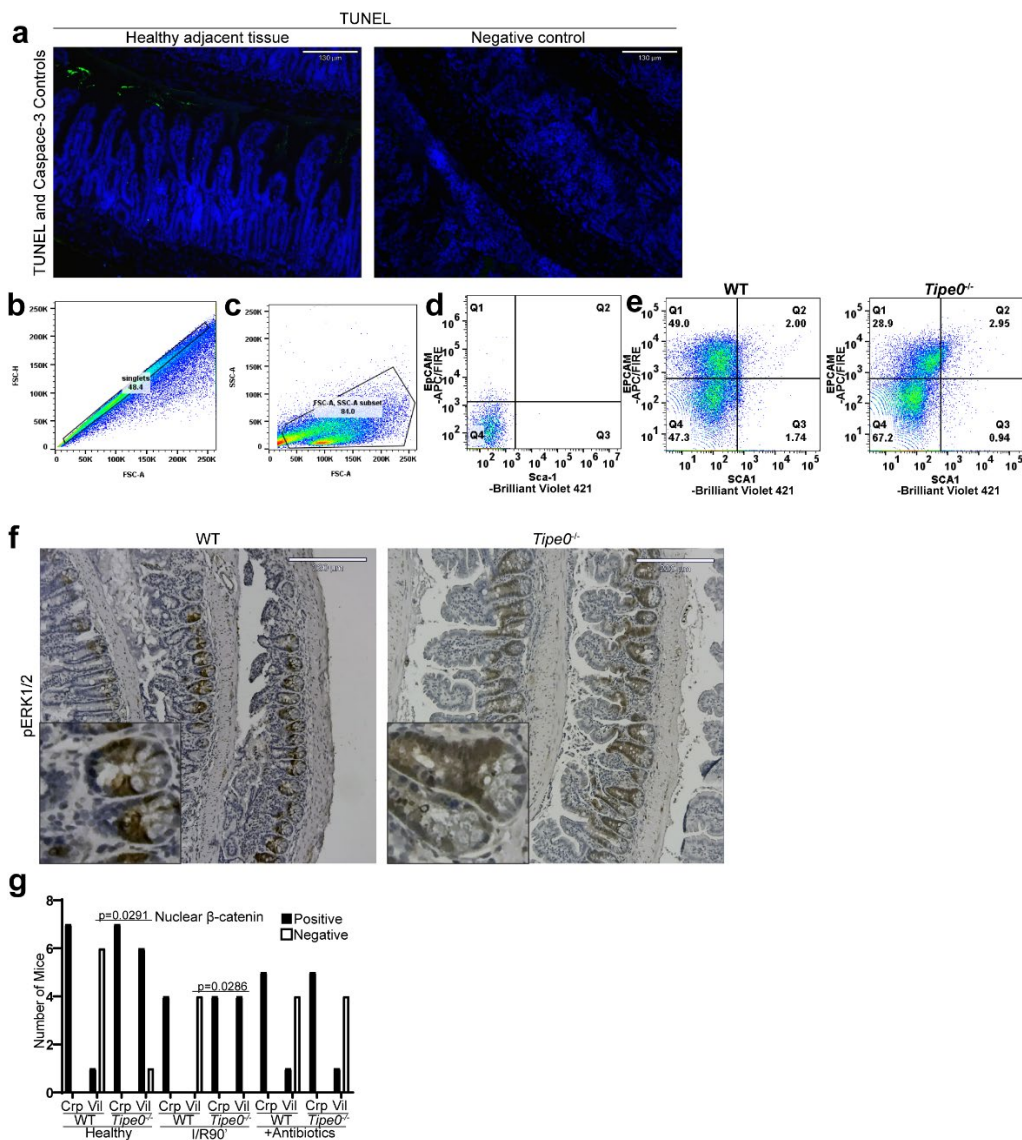

## Supplementary Figure 2: Sample gating for flow cytometry and supplemental IHC/IF controls/analyzes.

A) Sample control images from healthy tissue adjacent to ischemic tissue on the same swiss roll and negative staining control. Images representative of 3/3 mice/group. Green=TUNEL signal, Blue=DAPI counterstain; bars=130 μm; inserts 4X magnified. B-E) All flow experiments were independently repeated two times in triplicate. B) Doublets were removed from total population using FSC-A and FSC-H. C) Total singlets were gated using FSC-A and SSC-A. D) Isotype controls were used to determine the background caused by nonspecific antibody binding. E) Sca-1 and EpCAM positive population were gated based on isotype controls staining. F) IHC for pERK1/2; bars=220 μm, inserts 4x magnified, images representative of 3 mice/group. G) Nuclear β-catenin staining from Figure 9b was determined to be positive if 50% or more of the positive staining cells had nuclear staining. Crp=Crypt; Vil=Villi for the nuclear staining. P as indicated, with analysis by two-sided Fisher's exact test; error bars show mean±SEM. N=7 for all healthy mice, N=4 for all ischemic mice, N=5 for all mice given antibiotics.

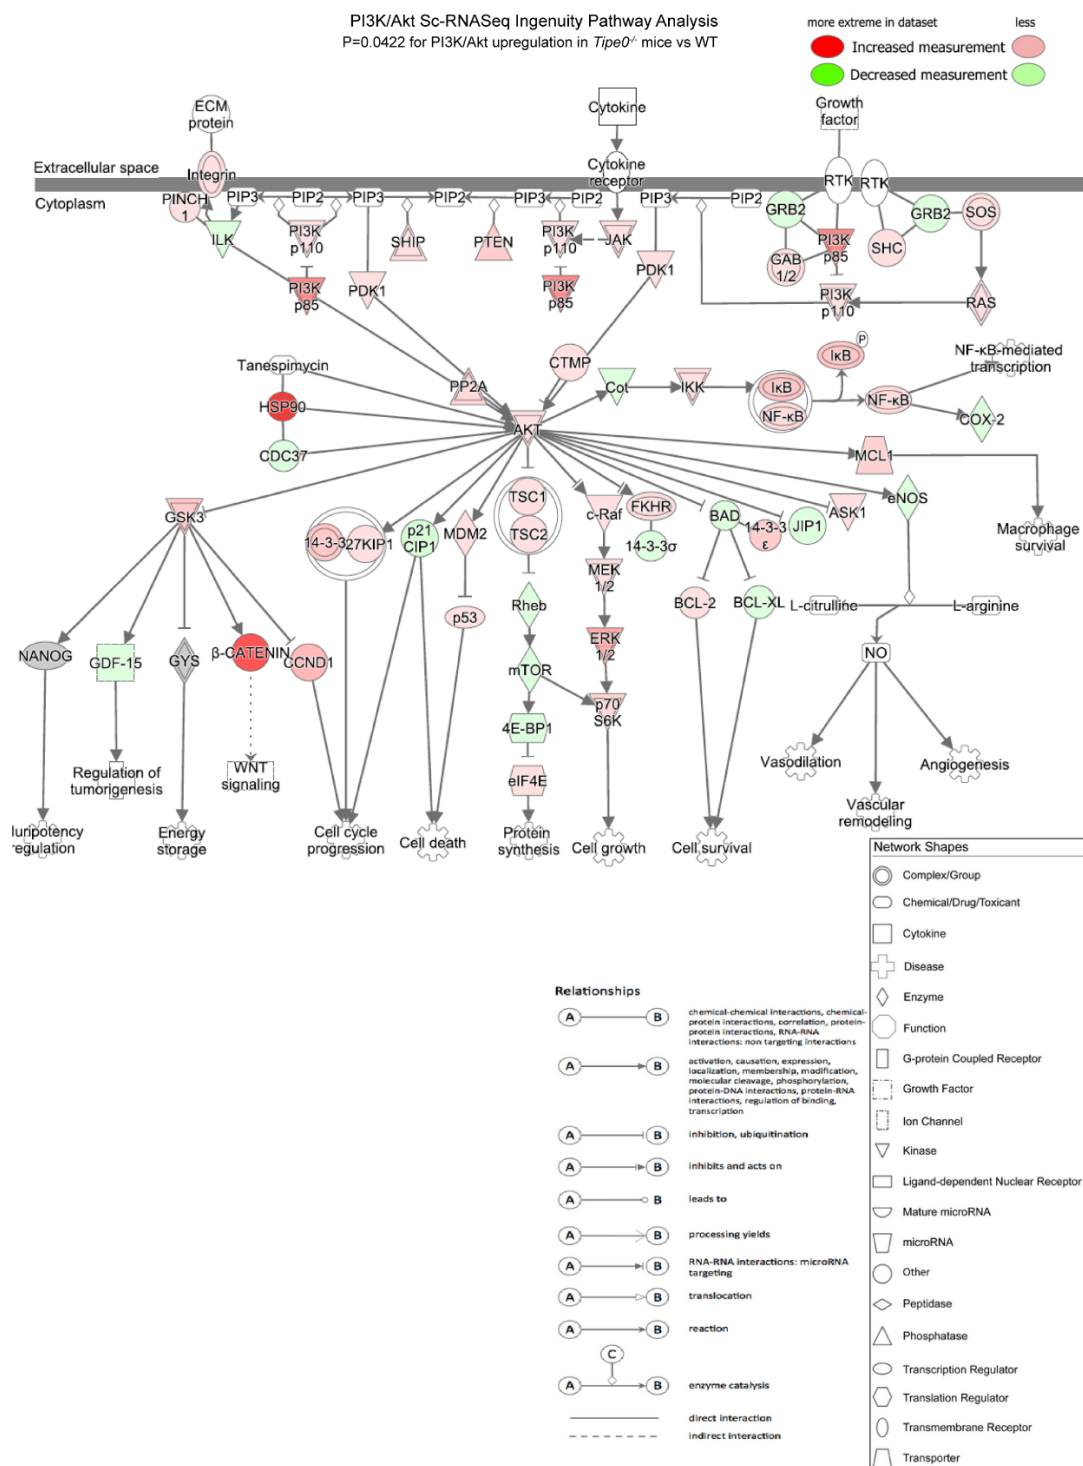

**Supplementary Figure 3: Ingenuity Pathway analysis of the Sc-RNASeq data for PI3K/Akt signaling.**

Graphical pathway heat mapped to show increased measurements in red and decreased measurements in green. For this network,  $p=0.0422$  by right-tailed Fisher's exact test for upregulation of total PI3K/Akt associated signaling in the knockout.

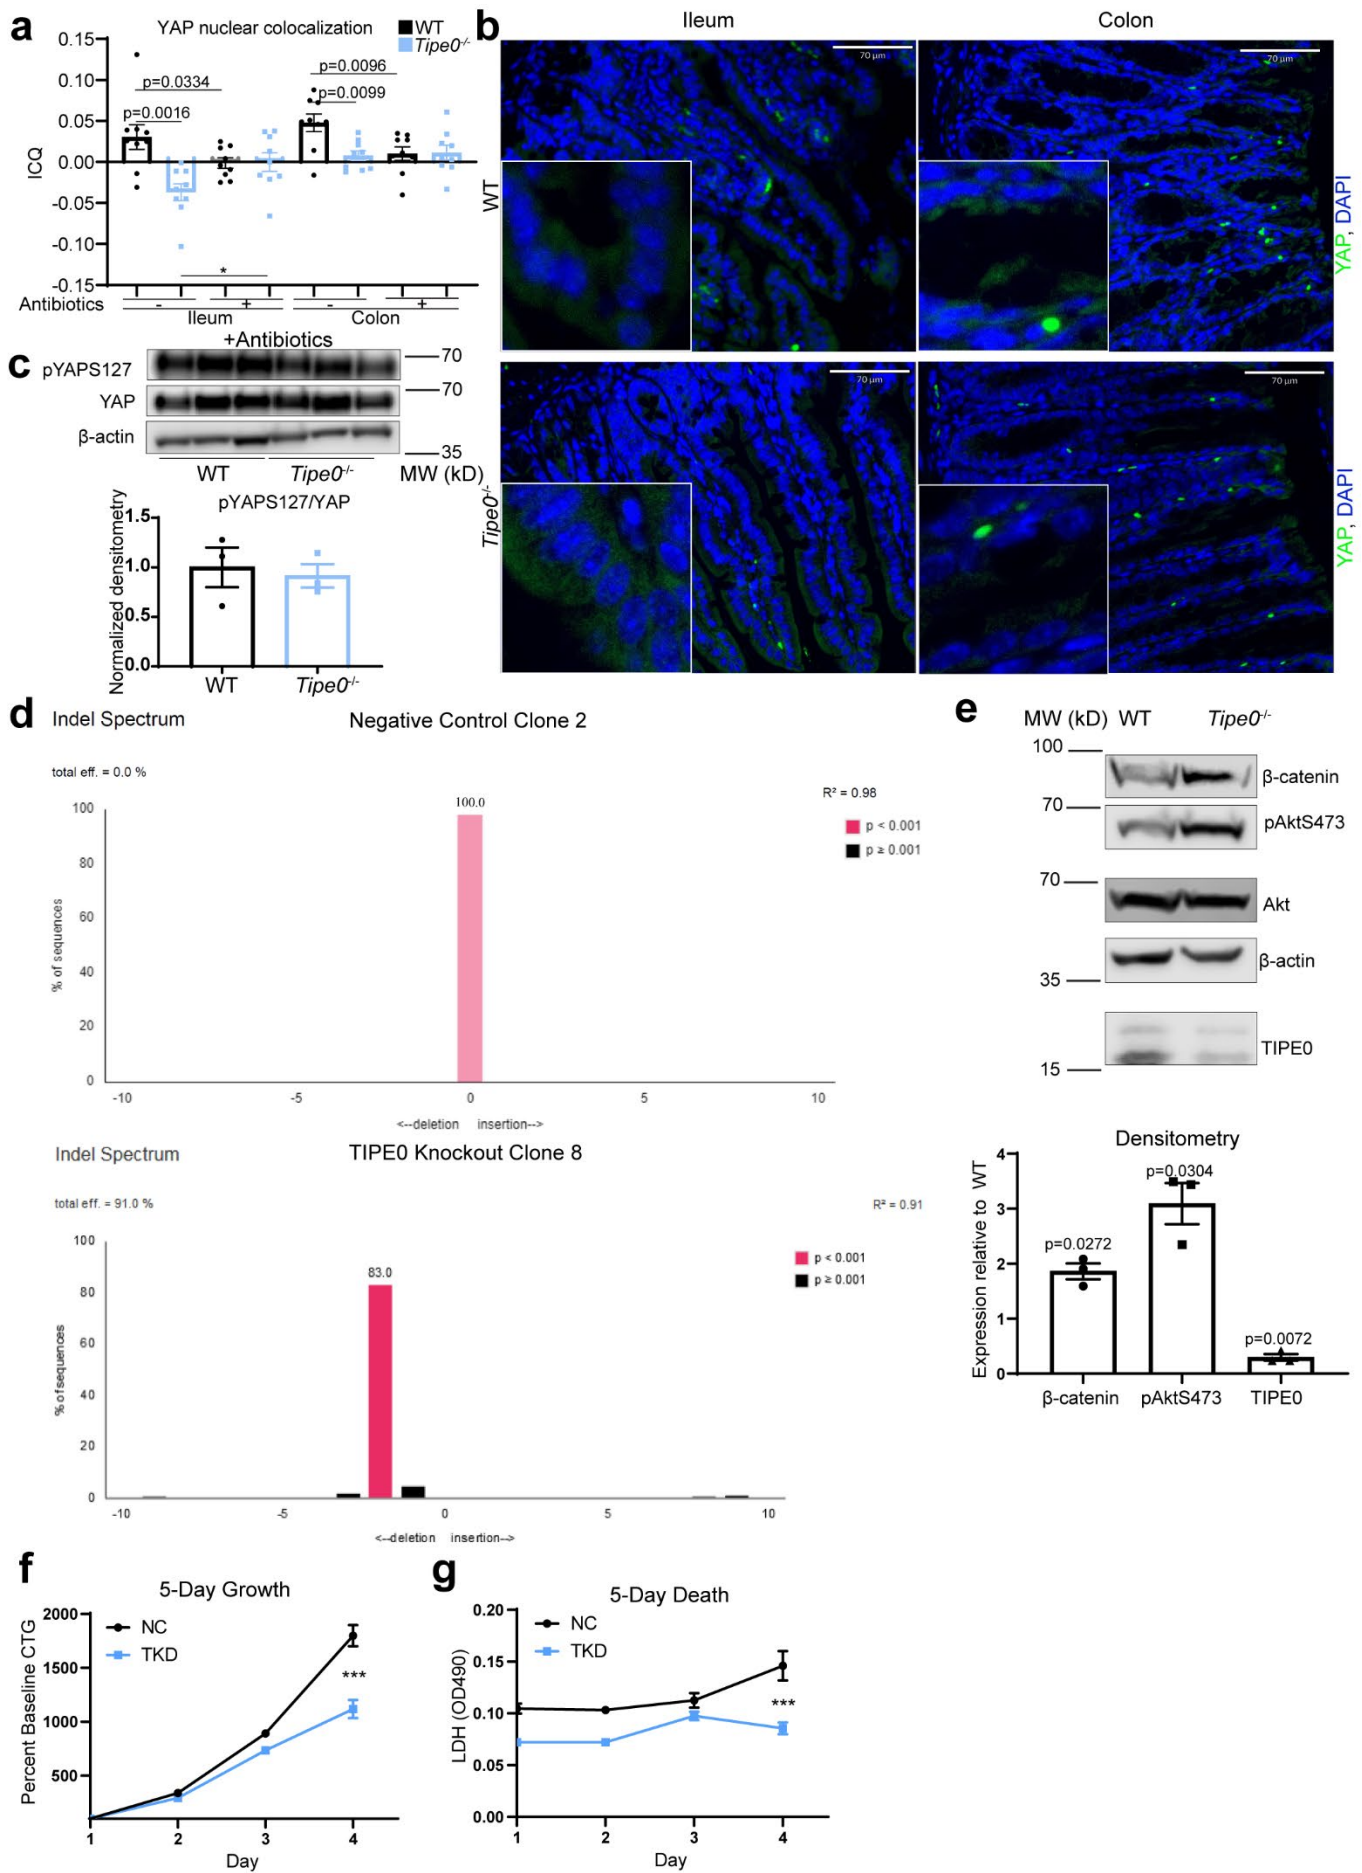

**Supplementary Figure 4: Antibiotics ablate changes in YAP signaling seen with loss of TIPE0 and generation and characterization of Tipe0-knockdown (TKD) CMT-93 cells via CRISPR/Cas9.** A-B) YAP nuclear co-localization (A) by intensity correlation quotient (ICQ) in healthy ileums and colons of mice subjected to antibiotics to ablate the microbiota. Data from Figure 5h-i was generated at the same time and is repeated here for comparison. N=9/group (3 mice/group, with 3 images/mouse analyzed). Multiple group comparisons were by Kruskal-Wallis one-way ANOVA. Two-tailed Mann-Whitney U test was used to confirm ANOVA findings. (B) Representative images from (A); bars=70  $\mu$ m; inserts are 4X magnified. C) Western blot to assess for pYAPS127/YAP ratio in freshly isolated enterocytes from mice given antibiotics to ablate their microbiota. Densitometry analysis below, relative to WT with  $\beta$ -actin as the loading control; N=3 mice/group; p=. D) Sample TIDE indel analysis of negative control and TIPE0 knockout clones; analysis by two-tailed t-test. E) Western blot of final pooled negative control (NC) and Tipe0-knockout (TKD) clones, showing that the pooled TIPE0-knockout clones are a stable knockdown, and that pAktS473 signaling and downstream  $\beta$ -catenin levels have changes similar to what is seen in Tipe0<sup>-/-</sup> enterocytes. Densitometry is pooled from 3 different passages of cells over a 3-week period of time. Analysis by one-sample two-tailed T-test. F) 5-day growth assay, as measured by CTG, comparing NC and TKD CMT-93 cells; p=0.0001. G) 5-day death, as measured by LDH accumulation, analyzing the supernatant from the cells of (F); p=0.0002. For F&G, data representative of 2 independent experiments, N=5/group, analysis by 2-way ANOVA. For all graphs error bars show mean $\pm$ SEM; \* p<0.05; \*\* p<0.01; \*\*\*p<0.001; \*\*\*\*, p<0.0001. Source data are provided as a source data file.

# Supplementary material for: TNFAIP8 controls murine intestinal stem cell homeostasis and regeneration by regulating microbiome-induced Akt signaling
**Source:** Nat Commun. 2020 May 22;11:2591. doi: 10.1038/s41467-020-16379-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

no software used

Data analysis

Open source code for the R-suite was used for RNA-Seq analysis, as described within the methods section. For sc-RNASeq analysis, initial data processing of samples was performed using Cellranger (v.2.1.0, 10x Genomics). Cellranger mkfastq was used to generate demultiplexed FASTQ files from the raw sequencing data. Next, cellranger count was used to align sequencing reads to the mouse reference (mm10), and generate single cell gene barcode matrices. Cellranger aggr was used to aggregate the matrices and normalize by mapped read depth to account for sequencing depth. Post processing and secondary analysis of the aggregated dataset was performed using the Seurat package (v.3.0) within R (v.3.5.1). Ingenuity Pathway Analysis (Qiagen) was also used. ImageJ with FIJI (NIH) was used for image analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-Seq datasets generated during and/or analyzed during the current study will be deposited in GEO at the time of manuscript acceptance, with accession codes as follows: XXX. Tables S1 and S2 have the associated data used in the manuscript. There are no restrictions on data availability.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | An N of 6 per biological experiment was chosen based on prior work with ischemia/reperfusion, where this sample size was determined based on power calculations to detect a histological score change of 1 with a variance of 0.5 within a group. This was extended to all animal models here for consistency.                                                 |
| Data exclusions | Ischemia data was excluded when a mouse showed zero signs histologically and by gross observation of ischemic injury. This rarely happens when a clamp fails to hold and is obvious by gross and histological pathology. Other data were excluded if they fell outside of 3 SD of the mean of their group, with them included in that group for that analysis. |
| Replication     | All experiments were repeated on different days. At least two different biological replicates were performed for experiments derived from primary cells, and often many more.                                                                                                                                                                                  |
| Randomization   | All mice used were age and gender matched, and were otherwise randomly selected.                                                                                                                                                                                                                                                                               |
| Blinding        | Investigators were blinded during all histological analyses. Blinding in other samples was not possible, as all primary tissues from which subsequent samples were derived were labeled by genotype.                                                                                                                                                           |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Primary Antibodies: anti-Sca-1 clone E13-161.7 (122502, LotB253354, Biolegend); Biotin anti-BrdU MoBU-1 (317904, lot B254434, Biolegend); anti-CD11b at 1:200 (NB110-89474, Novus Biologicals); anti-E-cadherin mouse mAb (14472, lot 5, Cell Signaling); anti- $\beta$ -catenin rabbit mAb (8480, lot 5, Cell Signaling); anti-YAP rabbit mAb (14074, lot 4, Cell Signaling); anti-CD45.1 anti-mouse PE-Cy7 Clone A2 (Lot E07571-1633, eBiosciences); anti-CD45.2 anti-mouse APC Clone 104 (lot 4290824, eBiosciences); anti-pGSK3 $\beta$ S9 rabbit mAb (9323, Lot 15, Cell Signaling); anti-pAKTS473 rabbit mAb (4060, lots 19 & 23, Cell Signaling); anti-activated-Caspase-3 (AF835, lot CFZ3416111, R&D Systems); anti-Ki67 (ab16667, lot GR289011-6, Abcam); anti-human lysozyme EC 3.2.1.17 (A0099, lot 20040597, Agilent); anti-human Keratin-20 (13063, lot 1, Cell Signaling); Phalloidin-555 (8953, Cell Signaling); anti-mouse  $\beta$ -actin (3700, lot 16, Cell Signaling); anti-Rictor antibody (sc-271081, Santa Cruz); custom anti-TNFAIP8 rabbit polyclonal IgG (15790-1-AP, Proteintech); anti-Cd326 Ep-CAM APC/FIRE (118229, Biolegend); anti-Ly-6A/E (d7) Brilliant Violet 421 (108127, Biolegend)

Secondary antibodies: Anti-rabbit 488 IgG Fab2 (4412, Lot 19, Cell Signal); Anti-rat 488 IgG Fab2 (4416, lot 13, Cell Signal); Anti-mouse 555 IgG Fab2 (4409, Lot 16, Cell Signal); VectaKit Elite ABC, anti-rabbit and anti-mouse (Vector Labs); Alexa Fluor<sup>®</sup>488 streptavidin (016-540-984, Lot 138230, Jackson ImmunoResearch); Alexa Fluor<sup>®</sup> 790 AffiniPure Goat Anti-Rabbit IgG (H+L) (111-655-144, Jackson ImmunoResearch)

### Validation

Sca-1 antibody was previously validated by Dr. Ophir Klein and discussed in private communications as his recent Nature, 2018 paper. Anti-BrdU was previously validated in the literature and discussed in private communications with Dr. Jerry Turner. Anti-CD11b was validated by literature search. Anti-E-cadherin was validated by manufacturer provided citations and literature search. Anti- $\beta$ -catenin was validated by prior personal use and manufacturer provided citations. Anti-YAP was validated by Western and by manufacturer provided citations. The anti-CD45.1 antibodies were previously validated in the lab by flow cytometry of immune cells gathered from mice of each CD45-isotype; anti-pGSK3 $\beta$ S9 and anti-pAKTS473 antibodies were validated by prior use in the lab and manufacturer provided citations. Anti-Ki67 was validated by literature review and comparison to known ki-67 staining patterns. Anti-activated-Caspase-3 was validated by manufacturer provided citations. Anti-human lysozyme and anti-keratin-20 were validated by an enteroid-specific IF protocol publication to cross-react in mice and this was confirmed by the staining pattern observed. Phalloidin-555 was validated based on manufacturer provided citations and prior use in the lab.  $\beta$ -actin was validated based on numerous prior references using this antibody. anti-Rictor was validated based on manufacturer provided citations; anti-TNFAIP8 was validated using purified protein and knockout mouse tissue in our lab.

Fluorescent secondary antibodies from Cell Signal and Jackson ImmunoResearch were validated by prior use in our lab, as well as manufacturer data sheets with listed publications. VectaKit Elite ABC kits were validated by prior lab use and manufacturer data sheets with listed publications. Streptavidin conjugate was recommended by Dr. Jerry Turner who previously validated the antibody.

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

CMT-93, ATCC<sup>®</sup> CCL-223<sup>™</sup>

### Authentication

Cell lines were authenticated based on gross morphology, which is distinctive, and verified by sequencing to be clonal and polyploid.

### Mycoplasma contamination

Cells were certified free of mycoplasma contamination when they were received.

### Commonly misidentified lines (See [ICLAC](#) register)

N/A

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

C57BL/6 mice; strains: Wild type, TNFAIP8<sup>-/-</sup>, TNFAIP8L2<sup>-/-</sup>, and

### Wild animals

N/A

### Field-collected samples

N/A

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Enterocytes were isolated as above and then fixed in fresh, ice-cold 1% PFA/PBS for 10 minutes. Cells were then washed twice with 2% FBS in PBS, then digested in a 10 ml PBS solution containing 2% FBS and 0.25 mg/ml collagenase IV for 30 minutes at 37 under shaking (200 rpm). Digested cells washed twice with 2% FBS and 2mM EDTA in PBS, passed through 70 µM filter to collect single cells. Cells were stained 1:100 dilutions at RT for 20 min before washing. Isotype controls were used at 1:100 dilutions to determine the background caused by nonspecific staining. |
| Instrument                                                                                                                                                | LSRII (BD Biosciences, San Jose, CA)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                                                                                                                                                  | FlowJo v10.0.7 (BD)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance                                                                                                                                 | Abundance of the cells in question were relatively low, in the single-digit percentages, in line with prior work. Contamination was excluded by looking at EpCAM+ cells to select for enterocytes, followed by Sca-1 to look at this marker in question.                                                                                                                                                                                                                                                                                                                             |
| Gating strategy                                                                                                                                           | Doublets were removed from total population using FSC-A and FSC-H. Total singlets were gated using FSC-A and SSC-A. Isotype controls were used to determine the background caused by nonspecific antibody binding. Sca-1 and EpCAM positive population were gated based on isotype controls staining.                                                                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

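The data are 2 single-cell RNASeq libraries of ileal epithelium, 1 from WT and 1 from *Tipe0*-/- mice, each made from the cells of 3 mice aged 8 weeks that were pooled before sequencing. The authors prepared them on the Chromium System, aligned the reads to mm10 and counted UMIs with Cell Ranger, and deposited for each library the raw UMI counts of 27998 genes in every cell that Cell Ranger retained. The counts are not normalized, and the equalization of depth by Cell Ranger aggr that the methods describe is not included in them. The WT library holds 3402 cells and the *Tipe0*-/- library 2006, the numbers the paper gives. No cell has fewer than 3000 UMIs. The methods state digestion with DNase I and Dispase, and the labels of the libraries name collagenase and dispase. This was not resolved, and it applies to both libraries alike.

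Because each genotype has 1 library, cells were not treated as replicates. No p-value, standard error or count of changed genes was made from cells. Summed UMIs are given per 1000000 UMIs of the library (CPM) with exact 95% Poisson intervals, their ratios with intervals from the exact binomial distribution of the counts, and shares of cells with exact 95% Clopper-Pearson intervals. These cover counting error only. A share of 0 is given with the limit that 3 counts would give. Log2 ratios are *Tipe0*-/- over WT, with 0.5 added to each sum. The median log2 ratio over the 11665 genes with at least 50 UMIs was 0.15, so changes are read relative to it. The steps across genes were tested on simulated data in which 200 of 11665 genes were changed by known amounts. Counts were drawn from a Poisson distribution around a single shared profile, which is the model that the intervals assume. The simulation left out the shift of 0.15, differences in the makeup of classes and lists of genes that vary together. It could therefore check the calculation only. All of the changed genes came out in the right direction (100%), the median absolute error was 0.07 on the log2 scale, 95.5% of the intervals held the true value, and 1 of 40 unchanged lists lay outside the central 95% of random lists.

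Cells were clustered with Seurat 5.3.0 in R 4.3.3 after the paper's methods, with log-normalization, variable genes by mean and dispersion, 14 principal components and the default resolution of 0.8. The genes of the genotype comparison in Supplementary Data 2 were left out of the variable genes, which left 532 of 582. Marker genes for 8 classes (enterocyte, goblet, Paneth, tuft, enteroendocrine, lymphocyte, stem and cycling) were fixed before the data were examined, without genes of that comparison. The rules that name clusters from these markers were changed 3 times after the clusters, their shares and the shares in the paper had been seen. The first rule scored summed UMIs, and in several alternatives a few cells very rich in hormone transcripts named a whole cluster. First, this score was replaced. The score used takes the class with the highest mean marker z-score over the cells of a cluster, and requires 3 or more markers found in at least 10% of the cluster's cells and in at least 1.5 times the share of other cells. Under the changed rule the enterocyte-like class gained 1 cluster of 9.52% of WT and 8.18% of *Tipe0*-/- cells, which the first rule had left unnamed, and this brought its share closer to that of the paper. The combined stem and transitional share did not depend on this change, but 1 of its clusters moved from stem-like to cycling-like, so the share of the stem-like cluster alone did. Next, a cluster with 3 or more B cell genes among its 10 leading genes and no lymphocyte name was left unnamed, and stem and cycling markers were counted as 1 class when leading genes were compared. Last, leading genes were limited to those found in at least 10% of the cluster's cells, after which fewer alternatives were set aside as not comparable. The stem and transitional class holds a cluster that rests on 5 of 14 cycling markers and is led by genes of DNA replication. Without it the class held 21.2% of WT and 24.4% of *Tipe0*-/- cells. Of the 13 clusters, 1 remained unnamed. Enteroendocrine-like cells formed no cluster in this setting, so their share comes from an alternative with 2000 variable genes by the vst method that had been set before the data were examined. A class was compared between the libraries only where none of its clusters was led by more markers of another class than of its own.

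Doublets were scored with Scrublet through Scanpy 1.11.5. It called 15 WT and 3 *Tipe0*-/- cells, too few for the call to have worked, so an alternative that leaves out the 5% of cells with the highest scores in each library was added after the data were seen. No cell was left out of the reported values. Shares of cells with a UMI were taken after thinning each cell to 3000 UMIs by random draws without replacement (numpy 2.4.6, Python 3.11.15). Genes are named by a rule set before the data were examined: those the paper names as stem, fetal-like, Wnt or PI3K/Akt markers, the 5 with the largest log2 ratio in each direction among genes with at least 100 CPM in the higher library, the 5 largest in each direction in Supplementary Data 2, genes listed in both supplementary tables, and *Nnt*, *Xist*, *Ddx3y* and *Eif2s3y* as checks of strain and sex. Coordinates are those of GENCODE on GRCm38, the assembly named mm10, matched by Ensembl identifier.

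Lists of Wnt components, β-catenin targets, PI3K/Akt components, interferon response, MHC class II, dissociation stress, Clu revival stem cell and proliferation genes were written from general knowledge before the data were examined. Lists of distal ileum, proximal small intestine, B cell and red blood cell genes were written afterwards. The median log2 ratio of a list is set against 10000 random lists of the same size drawn from the same expression bins, as a description of these libraries. The gene sets of the paper's GSEA and IPA and its Table S2 were not used here. A share of fetal-like cells was planned and is not reported, and some genes named by the rule above are not reported either.

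The alternatives for shares of cells were all variable genes, 2000 variable genes by the vst method, resolutions of 0.4 and 1.2, a filter that keeps cells with at least 500 genes and under 20% mitochondrial UMIs (3253 WT and 1798 *Tipe0*-/- cells), removal of called doublets, equal mean depth, integration of the libraries, and naming each cell by its own marker scores. For shares of marker-positive cells they were no thinning, thinning to 2000 or 5000 UMIs and other definitions, and for log2 ratios and lists other scalings, the same makeup of classes in both libraries, the cell filter, and minimums of 20 or 200 UMIs. The bulk RNASeq, RT-PCR, staining and flow cytometry of the paper have no library among those analysed here.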

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

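The 6 genes in this part are not discussed in the paper's text and were higher in the *Tipe0*-/- than in the WT library beyond counting error. The first 5 have the largest log2 ratios among genes with at least 100 CPM, and *Nnt* was set as a check of strain before the data were examined. The weighting to the same makeup of classes was also set before the data were examined. The tests of a few rich cells, of the other mitochondrial genes, of dissociation stress and of *Nnt* over the classes, and the use of the weighting as a test for these genes, were chosen after the values had been seen. With 1 library per genotype, an effect of the genotype and a difference between the pools of mice remain open for each of them.

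*Nts*, which encodes neurotensin, had the largest log2 ratio, 2.70, from 835 UMIs in the WT and 3412 in the *Tipe0*-/- library. A candidate explanation is a few cells rich in the transcript. In the WT library 30 cells and in the *Tipe0*-/- library 35 cells had a *Nts* UMI, and the 10 richest cells held 97.6% and 99.3% of the UMIs. Without them the log2 ratio was 0.99, with an interval from 0.09 to 1.92 that includes the shift of all genes, so the rise rests on a few cells. The 10 richest cells held 815 UMIs in the WT and 3387 in the *Tipe0*-/- library, and whether this reflects the cells that each pool happened to give or their state was not tested.

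*Zg16* (log2 ratio 1.29) is a goblet cell gene and *S100g* (log2 ratio 1.36) encodes a calcium-binding protein. A different makeup of cell classes could raise both, but with the same makeup in both libraries their log2 ratios were 0.99 and 1.62, which argues against it. Both genes are in the genotype comparison of Supplementary Data 2. In Paneth-like cells *Zg16* went the other way, with a log2 ratio of -0.51, where it had 54.8 CPM in WT against 5107 in goblet-like cells.

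*mt-Nd4l* had a log2 ratio of 1.15. A higher share of mitochondrial RNA in the *Tipe0*-/- cells, as in damaged cells, would raise the other mitochondrial genes as much. Their median log2 ratio was 0.40 and the highest of the 12 was 0.65, so a general rise accounts at most for part of it. Whether reads were shared with overlapping mitochondrial genes was not tested.

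*Hes1* had a log2 ratio of 1.05, from 52.1 CPM in WT to 108 in *Tipe0*-/-. It was higher in all 7 named classes of cells and in the unnamed cluster, by 0.57 to 1.53, and in 7 of these 8 groups the interval lay above 0. With the same makeup of classes the log2 ratio was 0.91, which argues against makeup as the cause. A harsher dissociation of the *Tipe0*-/- cells would raise other stress genes. The dissociation stress list was at percentile 14.5 of the random lists with a median of 0.06, but 7 of its genes were above 0 and 7 below, from *Egr1* at 0.65 and *Dusp1* at 0.56 to *Atf3* at -0.84. Such a median decides nothing, so dissociation and genotype cannot be told apart here. A regulation of *Hes1* that differs with the genotype stays open as a hypothesis.

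*Nnt* had a log2 ratio of 1.76, from 12.2 CPM in WT to 41.1 in *Tipe0*-/-. It was higher in all 7 named classes and in the unnamed cluster, by at least 1.44, as a strain variant in the WT mice would give. C57BL/6J mice are known to carry a partial deletion of this gene. The paper states that WT C57BL/6 mice were either bred in house or bought from The Jackson Laboratory. It does not give the substrain of the *Tipe0*-/- mice or say whether the pools were littermates. With the same makeup of classes the ratio was 1.66, so makeup is not the cause. A strain difference between the 2 pools is a candidate explanation for *Nnt*, as is an effect of the genotype, which would also reach every class. For other genes the 2 could not be separated.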

How the results depend on the processing

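Alternatives were set before the data were examined, apart from the one that leaves out the 5% of cells with the highest Scrublet scores, which was chosen after seeing the data, as were the distal ileum, proximal, B cell and red blood cell lists. The rules that name clusters were also changed 3 times after the shares and those of the paper had been seen, and they decide which alternatives count as comparable. The enterocyte-like share was lower in *Tipe0*-/- cells with and without the cluster that the changed score added (23.1% against 27.7%, and 15.0% against 18.1%).

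The enterocyte-like difference stayed negative in all 10 alternatives, from -5.36 to -3.00 percentage points, and the Paneth-like and tuft-like differences stayed negative and the goblet-like difference positive in all 10. The stem and transitional difference stayed positive in the 8 alternatives that gave a value, from 5.41 to 7.88 percentage points. It was smaller without the cluster led by genes of DNA replication, with 21.2% of WT and 24.4% of *Tipe0*-/- cells. Resolution 1.2 and equal mean depth gave no comparable value for it, because a cluster of the class was led by enteroendocrine markers. Enteroendocrine-like cells formed a comparable class in 4 settings only, with differences from -0.239 to 0.261 percentage points, and no value could be had with all variable genes, at resolutions of 0.4 and 1.2, without called doublets, without the highest Scrublet scores or at equal depth. The lymphocyte-like difference of -1.86 percentage points was -0.653 when the libraries were integrated by CCA, with an interval from -1.35 to 0.0983 that includes 0, where B cells formed a cluster apart.

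The difference in *Lgr5*-positive cells of 3.12 percentage points was 4.84 without thinning and 5.05 after thinning to 5000 UMIs, which leaves out 876 WT and 631 *Tipe0*-/- cells. It was 0.417 with at least 2 *Lgr5* UMIs required, and the depth of the cells limits that definition. The difference in cells with a *Ly6a* UMI was -26.1 percentage points after thinning.

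On the log-normalized scale, log2 ratios shrink because 1 is added to the mean per 10000 UMIs of each library. There *Tnfaip8* was at -0.13, *Ly6a* at -1.33, the Wnt components at 0.0185, the β-catenin targets at 0.0791 and the PI3K/Akt components at 0.0189. Scaling by the median ratio over genes takes 0.15 from every log2 ratio, which put *Ly6a* at -2.97, the Wnt components at 0.0385 and the β-catenin targets at 0.29, and turned the PI3K/Akt components to -0.00978 and *Mcl1* to -0.0391. Leaving mitochondrial and the 20 most abundant genes out of the library totals gave 0.13 for the Wnt and 0.0866 for the PI3K/Akt components. With the same makeup of classes in both libraries, *Ly6a* was at -2.63 and the β-catenin targets at 0.26; the cause was not tested beyond the weighting itself. *Hsp90ab1*, at 0.02 as reported, turned to -0.13 by the median ratio, -0.0340 without abundant genes, -0.0742 on the log-normalized scale and -0.0775 with the same makeup. The distal ileum list turned from -0.10 to 0.0705 on the log-normalized scale and 0.23 with the same makeup; the cause was not tested. Of the values of single genes and of the remaining lists under the alternatives, 144 stayed within their counting interval and 122 moved out of it. Some of these also changed sign where the reported interval includes 0: *Akt1* was at -0.103 by the median ratio and -0.0549 with the same makeup, *Akt2* at -0.0649 and the dissociation stress list at -0.0986 by the median ratio.

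No paired analysis was possible because each genotype has 1 library.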

Differences from the paper's values

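The paper's share of fetal-like cells is not compared here, because the share planned for it is not reported. Its absence from this part does not mean that the values were alike.

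The *Lgr5*-positive share was 7.50% of WT and 10.6% of *Tipe0*-/- cells after thinning to 3000 UMIs, against the paper's about 4.6% and about 7.0% in Fig. 4h, read by eye, which counts cells by the signature of Table S2 and not by a single UMI. Thinning to 2000 UMIs gave 5.53% and 9.02%, within 1.5 times of the paper's values. The other alternatives set before the data were examined did not close the gap.

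The enterocyte-like share was 27.7% of WT and 23.1% of *Tipe0*-/- cells, within 1.5 times of the paper's about 33% and about 27% in Fig. 4h, read by eye. This holds under the score that replaced the first one after the shares had been seen, and not in every setting: with 2000 variable genes by the vst method the shares were 21.0% and 17.6%, outside 1.5 times. Under the first score it was 18.1% and 15.0%, which are not within 1.5 times of the paper's values, and the direction is the same in all of these.

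On the natural log scale of Supplementary Data 2, and with the same formula, *Ang4* was at -1.22 against the paper's -1.20, *Zg16* at 1.02 against the paper's 1.04 and *mt-Nd4l* at 0.696 against the paper's 0.625. These 3 of the 10 genes compared differed by more than counting error, and none in direction. No other scaling gives values on this scale.

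The paper states that PI3K/Akt signaling is induced and that β-catenin pathways are elevated in these data by its own gene sets. The lists of PI3K/Akt and Wnt components used here were at percentiles 53.2 and 79.1 of the random lists over the whole libraries. The list of β-catenin targets went the paper's way, with a median of 0.44 above all random lists, and was at percentile 99.2 with the same makeup of classes. Within stem-like cells, which were named by some of the same genes, it was at percentile 68.7.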

Other observations

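In this part the tests of exchanged labels, of class makeup and depth for *Ly6a*, and of scaling for the lists were set before the data were examined. Those of lymphocytes, class makeup and pools for the interferon and MHC class II genes, of gut segment and sex for *Ly6a*, and of class makeup for the β-catenin targets were chosen after the results were seen.

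Interferon response and MHC class II genes were lower in the *Tipe0*-/- library. All 24 interferon response genes counted and all 7 MHC class II genes had log2 ratios below 0, with medians of -1.13 and -1.29, below all 10000 random lists for each. *Cd74* fell from 2173 to 725 CPM in enterocyte-like cells. Fewer lymphocytes in the *Tipe0*-/- library, whose RNA would reach the other cells, would need other lymphocyte genes at a like level. In WT enterocyte-like cells the 11 lymphocyte markers stood at a median of 1.41% of their level in lymphocyte-like cells and the 7 B cell genes at 1.37%, whereas the MHC class II genes stood at a median of 89.2% and the 24 interferon response genes at a median of 439%. The highest lymphocyte marker stood at 4.30% and the lowest interferon response gene, *Gbp2*, at 38.3%, which argues against this source for both lists. With the same makeup of classes the medians were -0.98 and -1.34, which argues against makeup. A difference between the 2 pools of mice other than the genotype, such as housing, litter or microbiota, cannot be told apart from the genotype with 1 library each. That loss of TIPE0 lowers these programs in the epithelium stays open as a hypothesis.

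*Ly6a* was lower in the *Tipe0*-/- library in all 7 named classes of cells and in the unnamed cluster, and in 7 of these 8 groups the interval lay below 0. A different makeup of classes left its log2 ratio at -2.63, and thinning to equal depth left a difference of -26.1 percentage points in cells with a UMI, so neither accounts for the fall. *Xist* had 3 UMIs in the WT and 6 in the *Tipe0*-/- library while *Ddx3y* had 1093 and 911, so a difference in sex between the pools does not account for it. A different segment of the small intestine in each library remains open, as does any other difference between the pools of mice. Whether the fall of *Ly6a* has the same source as that of the interferon response genes was not tested. The distal ileum list was at percentile 19.5 of the random lists with a median of -0.10, but at 94.9 with the same makeup of classes, and the proximal list was at a median of -0.46, below all random lists (percentile 0), with 2 genes above and 4 below 0, and at percentile 6.28 with the same makeup. *Fabp6*, an abundant gene of the distal ileum, had 7277 CPM in WT and 7149 in *Tipe0*-/-. Within classes it went both ways. It had 26656 CPM in WT and 35951 in *Tipe0*-/- enterocyte-like cells, a log2 ratio of 0.43 (0.42 to 0.44), and a ratio of -1.47 in tuft-like cells. Over the 7 named classes and the unnamed cluster its interval lay above 0 in 2 and below 0 in 4. The lists are too small, and their genes go both ways, so segment and genotype cannot be told apart by them.

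Several genes went one way in these libraries and the other way in the paper's bulk RNASeq table, of which the first 1998 of 12660 rows were held here. The paper's bulk log2 fold changes were 3.45 for *Pla2g4c*, 2.15 for *Sprr2a3*, 1.99 for *Retnlb*, 1.05 for *Ifitm3* and 0.47 for *Ly6a*, each with the paper's adjusted p of 0.631. The log2 ratios here were -3.81, -3.09, -3.74, -1.72 and -2.82. For *Ly6a* the paper has further evidence against a fall. It reports higher RT-PCR levels in isolated *Tipe0*-/- enterocytes and in ileal tissue, and more Sca-1 protein by flow cytometry and staining. *Sprr2a3* has near-identical neighbours, so its counts are uncertain. If the libraries carried each other's label, *Tnfaip8* would be higher in the library labelled *Tipe0*-/-, and its log2 ratio there was -2.02. *Nnt* rose in both, with 0.99 in the paper's table and 1.76 here. Exchanged labels are therefore excluded for the single-cell libraries. For the bulk samples only *Nnt* bears on the labels, with the same adjusted p as the other genes, so an exchange there is not excluded. What sets the experiments apart was not tested.

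The lists of Wnt and PI3K/Akt components were both shifted above 0. Scaling by library totals, which a few abundant genes dominate, could shift every list alike. The PI3K/Akt list was at percentile 53.2 of the random lists, as scaling alone would give. For the Wnt list, at percentile 79.1, scaling and a small rise cannot be told apart, since it lies inside the random lists but above their middle. Within cycling-like and stem-like cells it was at percentiles 99.2 and 97.6, which scaling alone would not give, while in the other 5 named classes and the unnamed cluster it lay within the random lists. For the β-catenin targets, the makeup of classes was a candidate explanation, since many of them mark stem cells. With the same makeup the list was still at percentile 99.2, so makeup may account for part of its shift and not for all of it. A rise of β-catenin target expression within classes stays open as a hypothesis. No rise was seen in the stem-like class, but some of the targets named that class, so its value cannot exclude one.

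Among the further lists, proliferation genes had a median of 0.17 (percentile 90.5 of the random lists), the 6 Clu revival stem cell genes with enough UMIs one of 0.02 (percentile 24.0), B cell genes one of -1.04 (-0.13 with the same makeup of classes) and red blood cell genes one of 1.49. Tuft-like cells were 4.64% of WT cells (3.96 to 5.41%) and 2.49% of *Tipe0*-/- cells (1.86 to 3.27%). Lymphocyte-like cells, in a cluster that mixes T and B cells, were 2.70% (2.19 to 3.31%) and 0.847% (0.494 to 1.35%).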
